# Insight into the maintenance of odontogenic potential in mouse dental mesenchymal cells based on transcriptomic analysis

**DOI:** 10.7717/peerj.1684

**Published:** 2016-02-22

**Authors:** Yunfei Zheng, Lingfei Jia, Pengfei Liu, Dandan Yang, Waner Hu, Shubin Chen, Yuming Zhao, Jinglei Cai, Duanqing Pei, Lihong Ge, Shicheng Wei

**Keywords:** Odontogenesis, Odontogenic potential, RNA-Seq, Transcriptome, Mouse dental mesenchymal cells

## Abstract

**Background.** Mouse dental mesenchymal cells (mDMCs) from tooth germs of cap or later stages are frequently used in the context of developmental biology or whole-tooth regeneration due to their odontogenic potential. *In vitro*-expanded mDMCs serve as an alternative cell source considering the difficulty in obtaining primary mDMCs; however, cultured mDMCs fail to support tooth development as a result of functional failures of specific genes or pathways. The goal of this study was to identify the genes that maintain the odontogenic potential of mDMCs in culture.

**Methods.** We examined the odontogenic potential of freshly isolated versus cultured mDMCs from the lower first molars of embryonic day 14.5 mice. The transcriptome of mDMCs was detected using RNA sequencing and the data were validated by qRT-PCR. Differential expression analysis and pathway analysis were conducted to identify the genes that contribute to the loss of odontogenic potential.

**Results.** Cultured mDMCs failed to develop into well-structured tooth when they were recombined with dental epithelium. Compared with freshly isolated mDMCs, we found that 1,004 genes were upregulated and 948 were downregulated in cultured mDMCs. The differentially expressed genes were clustered in the biological processes and signaling pathways associated with tooth development. Following *in vitro* culture, genes encoding a wide array of components of MAPK, TGF-*β*/BMP, and Wnt pathways were significantly downregulated. Moreover, the activities of *Bdnf*, *Vegfα*, *Bmp2*, and *Bmp7* were significantly inhibited in cultured mDMCs. Supplementation of VEGF*α*, BMP2, and BMP7 restored the expression of a subset of downregulated genes and induced mDMCs to form dentin-like structures *in vivo*.

**Conclusions.** *Vegfα*, *Bmp2*, and *Bmp7* play a role in the maintenance of odontogenic potential in mDMCs.

## Introduction

In the field of tooth regeneration, the main concept is to mimic the natural tooth development process using stem cells. Cells or tissues with odontogenic potential are required to regenerate a whole tooth (Kollar & Baird, 1970b; Mina & Kollar, 1987). Since the odontogenic potential to instruct tooth organogenesis shifts to the dental mesenchyme at bud stage of odontogenesis (Kollar & Baird, 1970a; Mina & Kollar, 1987), and dental mesenchyme determines the tooth type and size (Kollar & Baird, 1969), it will be preferable to use a mesenchymal cell population with odontogenic potential to provide the inductive signal. Nevertheless, the adult dental stem/progenitor cells appear to lack the potency to regenerate an anatomically correct complete tooth organ (Hu et al., 2014; Mao & Prockop, 2012), and the odontogenic potential of progenitor cells derived from the embryonic stem cells or induced pluripotent stem cells was unknown (Otsu et al., 2012; Ozeki et al., 2013; Seki et al., 2015). Mouse dental mesenchymal cells (mDMCs) isolated from dental mesenchyme of cap or later stages possess the odontogenic potential and they have frequently been used in the context of developmental biology or whole-tooth regeneration (Honda et al., 2007; Ikeda et al., 2009; Nakao et al., 2007). mDMCs are able to induce tooth formation in a dental or nondental epithelial cell population (Kollar & Baird, 1969; Kollar & Baird, 1970b; Wang et al., 2010; Angelova Volponi, Kawasaki & Sharpe, 2013; Cai et al., 2013). As the preparation of mDMCs is time-consuming and embryos at the right stage are not easily available, *in vitro*-expanded mDMCs could be an available cell source. However, mDMCs fail to support tooth development when they are grown as a monolayer (Keller et al., 2011), and the genes that contribute to the loss of odontogenic potential in mDMCs were unknown.

RNA sequencing (RNA-seq) technology provides sensitive detection of global gene expression profiles in cells and tissues, and bioinformatics approaches also examine changes in the context of the overall pathway rather than individual genes (Wang, Gerstein & Snyder, 2009). To identify the genes that maintain the odontogenic potential in mDMCs, we evaluated the odontogenic potential of freshly isolated versus cultured mDMCs from the lower first molars in embryonic day 14.5 (E14.5) mice, and compared the transcriptome of freshly isolated mDMCs with that of cultured mDMCs. We found a loss of odontogenic potential accompanied by a significant disturbed transcriptome in cultured mDMCs and identified potential genes that contribute to the loss of odontogenic potential, providing new insight into the maintenance of odontogenic potential of mDMCs.

## Materials & Methods

### Cell culture

All procedures involving animals described in the present study were reviewed and approved by the Animal Care and Use Committee of Guangzhou Institutes of Health and the Peking University in China (permit Number: CMU-B20100106). The lower first molar tooth germs were dissected from the mandibles of E14.5 mice with fine needles and treated with 0.75 mg/ml dispase (Becton, Dickinson and Co., Franklin Lakes, NJ, USA) for 40 min at 37 °C to facilitate separation from dental epithelium. The mesenchymal tissues were then incubated in 0.25% trypsin (Sigma-Aldrich, St. Louis, MO, USA) at 37 °C for 1 min and dissociated with gentle pipetting. The cells were then filtered through a 40 µm cell sieve, resuspended, and cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Grand Island, NY, USA) plus 10% fetal bovine serum (FBS; Gibco) (Duailibi et al., 2004; Jiang et al., 2014; Yamazaki et al., 2007; Zhao et al., 2014). To maintain the odontogenic potential of mDMCs, supplementation of VEGF*α* (Sino Biological Inc, Beijing, China), BMP2 (Sigma-Aldrich), and BMP7 (Sigma-Aldrich) were added into the medium.

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted with TRIzol (Invitrogen, Carlsbad, CA, USA) and reverse transcribed using an RT-PCR kit (TaKaRa Bio, Otsu, Japan) (Zheng et al., 2014). Quantitative PCR was performed in a Thermal CyclerDice7™ Real Time System with SYBR Green Premix EXTaq™ (TaKaRa Bio). The primers used are listed in Table 1. The relative expression of genes was calculated using the 2^−Δ*Ct*^ method.

**Table 1:** Primers for quantitative real-time PCR.

	Forward	Reverse
Actin	5′-GGC TGT ATT CCC CTC CAT CG-3′	5′-CCA GTT GGT AAC AAT GCC ATG T-3′
Lhx6	5′-CAT TGA GAG TCA GGT ACA GTG C-3′	5′-GGG CCG TCC AAA TCA GCT T-3′
Bmp4	5′-TTC CTG GTA ACC GAA TGC TGA-3′	5′-CCT GAA TCT CGG CGA CTT TTT-3′
Msx1	5′- GCA CAA GAC CAA CCG CAAG-3′	5′- CGC TCG GCA ATA GAC AGG T-3′
Pax9	5′- CAT TCG GCT TCG CAT CGT G -3′	5′- CTC CCG GCA AAA TCG AAC C-3′
Fgf10	5′- GCA GGC AAA TGT ATG TGG CAT-3′	5′- ATG TTT GGA TCG TCA TGG GGA-3′
Bmp2	5′-GGG ACC CGC TGT CTT CTA GT-3′	5′-TCA ACT CAA ATT CGC TGA GGA C-3′
Fgf3	5′-TGC GCT ACC AAG TAC CAC C-3′	5′-CAC TTC CAC CGC AGT AAT CTC-3′

### Tissue recombination and subrenal culture

The mDMCs were harvested at indicated time points using 0.25% trypsin (Sigma) and spun down to make cell pellets. The cell pellets were cultured at 37 °C for 2–3 h and then recombined with freshly isolated E14.5 dental epithelium. The recombinants were further cultured *in vitro* for 24 h prior to subrenal culture in adult ICR male mice. The host mice were sacrificed 3 weeks later to harvest the grafted tissue. Grafts were then fixed and subjected to H&E staining for histological analysis.

### RNA isolation and sequencing

To determine the transcriptional regulation following *in vitro* culture, mDMCs from the developing molars in E14.5 mouse embryos were isolated and designated as P0. The cells were then subcultured in standard medium and passaged once they reached 90% confluence, with the first-passage culture designated as P1 and the second-passage culture as P2. P0, P1 and P2 cells were harvested using 0.25% trypsin (Sigma-Aldrich). Total RNA was extracted using the RNeasy Mini Kit and RNase-Free DNase Set according to the manufacturer’s protocol (Qiagen GmbH, Hilden, Germany). The purity and quantity of RNA were assessed using a spectrophotometer (model 8453; Agilent, Santa Clara, CA, USA). RNA libraries for samples were prepared according to instructions for the Illumina TruSeq™ RNA Sample Prep Kit. Sequencing was performed on an Illumina Hiseq™ 2000 (Illumina, San Diego, CA, USA) in duplicate.

### Bioinformatics analysis

Sequenced reads were mapped to the mouse transcriptome (mm10, Ensembl v73) and then aligned using bowtie (v1.0.1) and RSEM (v1.2.12), as described previously (Hutchins, Takahashi & Miranda-Saavedra, 2015; Li & Dewey, 2011). EDASeq (v1.11.0) was used for GC normalization of samples, and differential expression was called using DESeq2 (v1.12.0). The fold change cut-off was set at twofold and *p*-value < 0.05 were considered to be statistically significant. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to determine overrepresented GO categories and KEGG pathways using the entire mouse transcriptome as the background gene set. Protein-protein interaction network of DEGs was constructed using the STRING database (http://string-db.org/). Ingenuity pathway analysis (Ingenuity Systems, Redwood City, CA, USA) was used to analyze the upstream regulators of the differential expression between the samples (Razali et al., 2015).

### Statistical analysis

Statistical analyses were performed using SPSS PASW version 18. Experiments with cell cultures were performed at least in triplicate and data are expressed as mean ± standard deviation (SD). The differences among groups were analyzed using one-way ANOVA. A two-tailed *p*-value < 0.05 was considered to be statistically significant.

## Results

mDMCs were isolated from the developing molars in E14.5 mouse embryos and were designated as P0. One part of the P0 cells was recombined with E14.5 dental epithelium and cultured in kidney; another part was subjected to RNA-seq. The remaining cells were subcultured in standard medium, with the first-passage culture designated as P1 and the second-passage as P2. P1 and P2 cells were also split into two portions to ensure an identical cell state for the recombination assay and the RNA-seq (Fig. 1).

**Figure 1:**
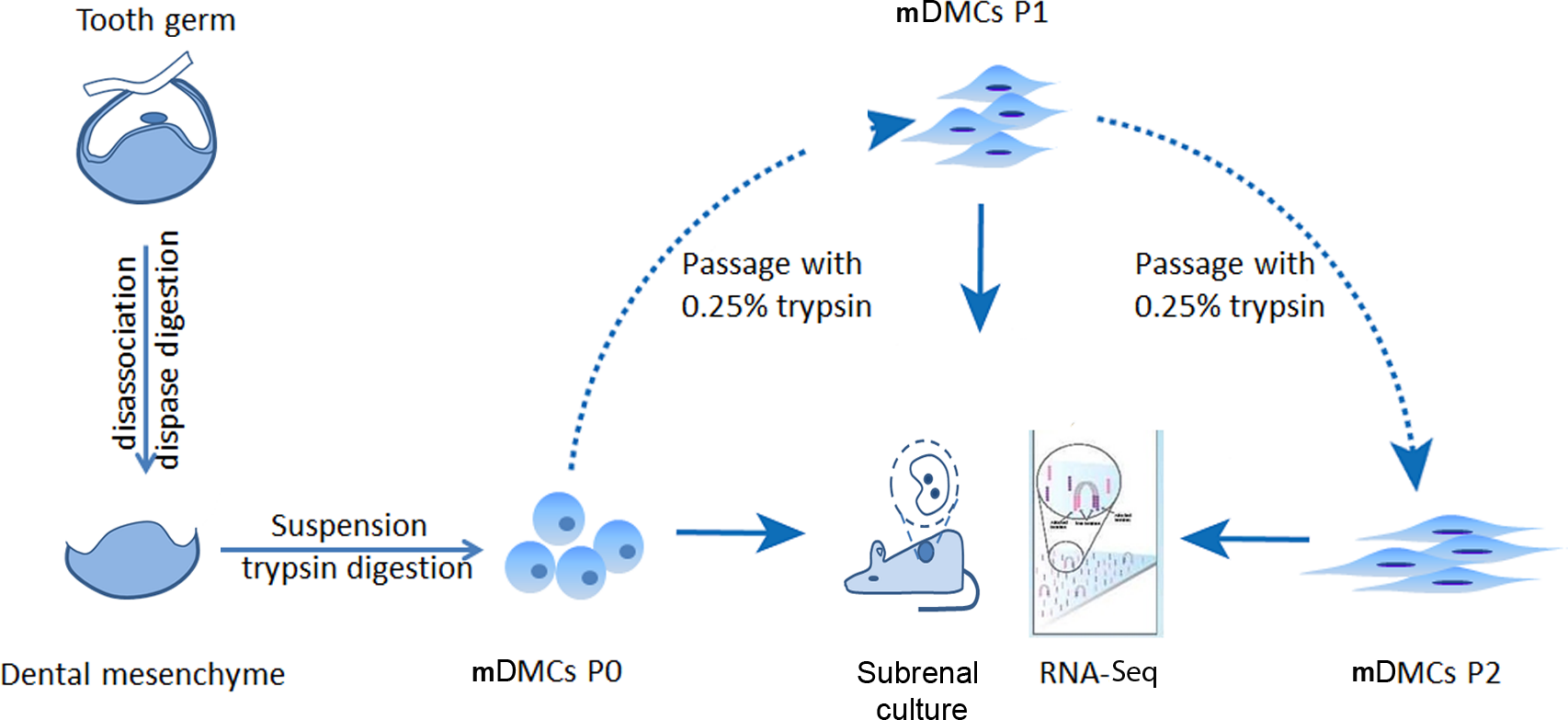
Experimental design. Tooth germs from embryonic day 14.5 mice were obtained and digested with dispase to separate the dental mesenchyme from dental epithelium. Freshly isolated dental mesenchymal cells were designated as P0 and cultured *in vitro*. RNA samples from the P0, the first (P1), and second (P2) passages were collected before they were submitted for RNA-seq using an Illumina Hiseq™ 2000.

### Odontogenic potential of cultured mouse dental mesenchymal cells

mDMCs are typically cultured in Eagle’s minimum essential medium plus fetal bovine serum and antibiotics (Jiang et al., 2014; Keller et al., 2011; Zhao et al., 2014). mDMCs showed an atypical round- or spindle-shaped fibroblast-like morphology with a higher nuclear-to-cytoplasmic ratio, indicating their primitive character. Although the cells retained fibroblastic features up to the second passage, they exhibited a senescent phenotype with increased cytoplasm and augmented volume (Fig. 2A).

**Figure 2:**
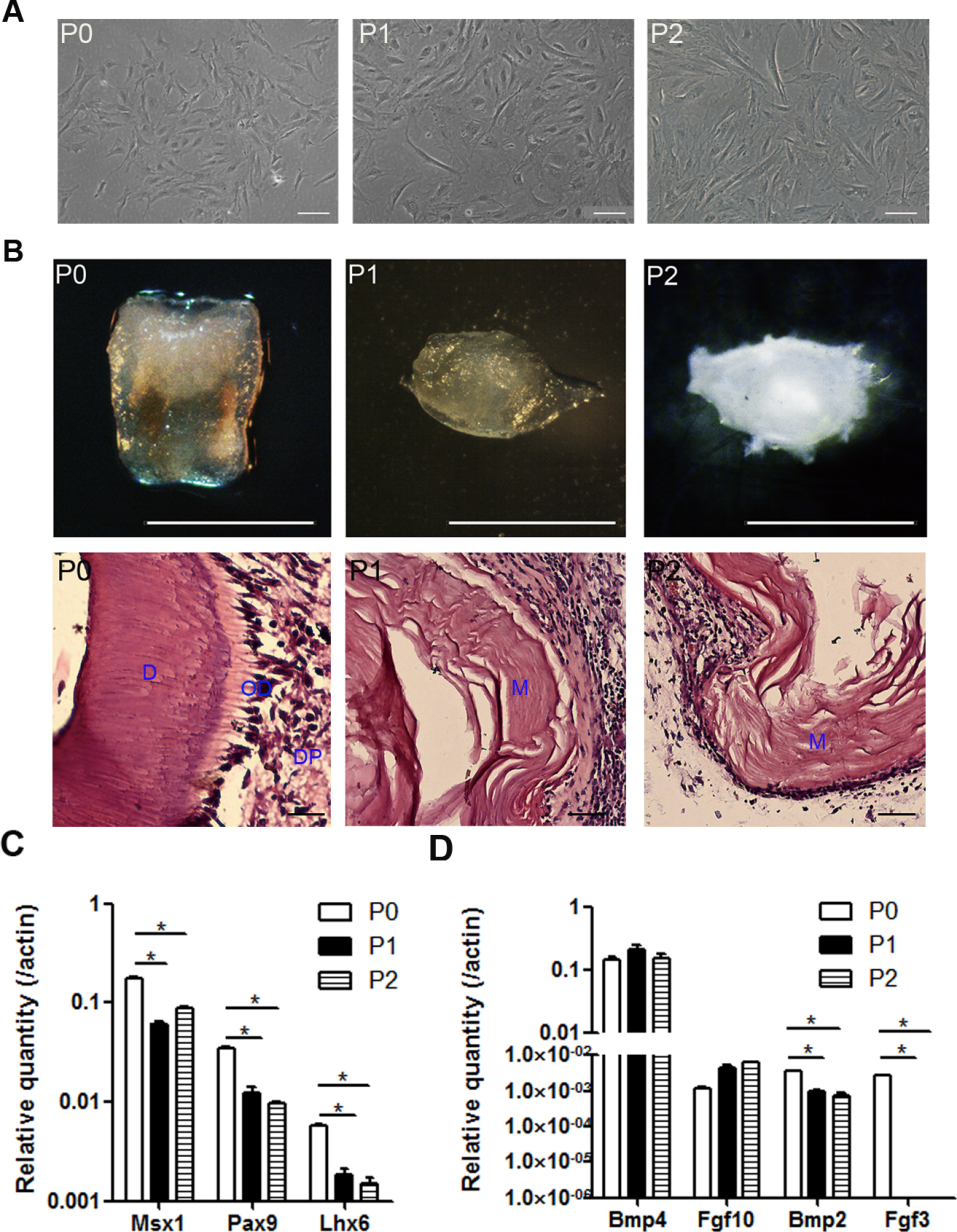
The odontogenic potential is impaired in the cultured mDMCs. (A) mDMCs possessed a fibroblastic-like morphology, and the nuclear-to-cytoplasmic ratio of the P1 and P2 cells was relatively smaller compared with the P0 cells. (B) The P0 cells developed into well-structured teeth when reassociated with dental epithelium, whereas the P1 and P2 cells failed to support tooth development as revealed by the stereoscopic microscopes (upper panel) or HE staining (lower panel; D, dentin; OD, odontoblast; DP, dental pulp; M, matrix. scale bar: upper 1 mm, lower 50 µm). (C) The mRNA levels of *Msx1*, *Pax9*, and *Lhx6* in mDMCs. (D) The mRNA levels of *Bmp4*, *Fgf10*, *Bmp2*, and *Fgf3* in mDMCs. Data are expressed as the mean ± standard deviation (SD). *p < 0.05.

The odontogenic potential of P0, P1, and P2 cells were examined to identify the impact of the culturing. Although freshly isolated mDMCs developed into well-structured teeth when recombined with embryonic dental epithelium, cultured mDMCs failed to support tooth development (Fig. 2B). Moreover, the expression of genes that are essential for tooth development were analyzed using qRT-PCR. The expression of *Msx1*, *Pax9*, and *Lhx6* was significantly reduced in P1 and P2 cells compared with P0 cells (Fig. 2C). The expression of *Fgf3* and *Bmp2* in cultured mDMCs was reduced compared with the P0 cells, but the expression of *Bmp4* was not significantly different between the P0 cells and cultured mDMCs (Fig. 2D).

### Overview of the mouse dental mesenchymal cells’ transcriptome

To obtain a global view of genes regulating the loss of odontogenic potential, total mRNA of P0, P1, and P2 cells was extracted and sequenced. 

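The sequenced RNA came from mDMCs of mouse molar tooth germs at embryonic day 14.5, either fresh (P0) or grown on plastic to the first (P1) or second (P2) passage. Each passage was sequenced as 2 libraries, 6 in all, prepared with the Illumina TruSeq kit and run on a HiSeq 2000. The authors mapped the reads to the mouse transcriptome (mm10, Ensembl v73) with bowtie (v1.0.1) and RSEM, normalized them for GC content with EDASeq (v1.11.0) and compared the passages with DESeq2 (v1.12.0). The values used here are the authors' normalized values, a mean and an error over the 2 libraries for each of 11386 genes in each passage. They are not raw counts: the means of each passage add up to 1.87e+07, and the sorted library values of P0 and P1 were identical at 80.1% of 22772 positions, so the sequencing depth behind a value is unknown. Both library values of every gene follow from its mean and error within a tolerance of 1e-06, although which of them is the first replicate does not. Expression is given in scaled units, the normalized value divided by the passage total and multiplied by 1000000, so that 1 scaled unit is 18.72 on the deposited scale. Log2 fold changes are differences in log2(scaled value + 1), which understates the change of genes with low values, and a gene whose libraries are all at 0 in a passage is reported as listed at 0, without a fold change. Differences were tested with limma's moderated test over all 6 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Lists of genes for pathways and cell types were each compared with all other genes by camera. They were fixed before the deposited values were examined. The values of Data S1 and Data S2, which come from the same libraries, had been seen by then. The p-values of single genes measure only the spread between these libraries. That spread may be technical. The paper's text states that sequencing was done in duplicate and does not say whether the duplicates were separate cultures. Camera's p-values compare the members of a list with other genes, at a preset correlation of 0.01 between members. They treat members as nearly independent, so genes that vary together between libraries can make them too low.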

After data correction, 11,340 transcripts could be matched exactly to known mouse Ensemble transcripts. 

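*Eef1a1*, which encodes a translation elongation factor, and the collagen gene *Col1a2* were at the highest value in both libraries of P0, P1 and P2. *Malat1*, which makes a long non-coding RNA, was at it in both libraries of P0 and of P2, and *H19*, another such gene, the chaperone gene *Hspa5* and the tubulin gene *Tubb5* in both of P0. The actin gene *Acta2*, the filamin gene *Flna*, the tropomyosin gene *Tpm1* and the collagen gene *Col12a1* were at it in both libraries of P1 and of P2. This value was 133818 on the deposited scale and was shared by 10 genes in each library. The next 10 genes lay between 64052 and 64247 and the 10 after them between 43719 and 43903, so the most abundant genes differ only by such steps. All 11386 genes had at least 101 on the deposited scale in at least 2 libraries, and 11343 of their Ensembl identifiers were found in the gene name table.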

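Among the genes measured in fresh cells and nearly missing from cultured ones were genes of red blood cells, blood vessels and epithelium. The alpha globin genes *Hba-a1* and *Hba-a2* had means of 1170.4 and 869 scaled units in P0 and were under 1 in P1 and in P2. So were *Ngfr*, the low-affinity neurotrophin receptor (90.8 in P0), *Emilin3*, a matrix glycoprotein gene (67.1), *Gli1*, a transcription factor and target of Hedgehog signaling (63.0), and *Wif1*, a secreted Wnt inhibitor (51.8). At a mean of at least 1 scaled unit, 11017 genes were found in all 3 passages, 145 in P0 alone, 158 in P1 and P2 but not P0, and none in P1 alone or P2 alone. The P0-only genes included 6 of 10 measured red cell markers, 7 of 14 endothelial markers, 5 of 7 dental epithelium markers, 2 of 4 Schwann cell markers, 2 of 9 macrophage markers and 2 of 7 pericyte markers. They also included 4 of 16 Wnt targets and antagonists (*Wif1*, *Fzd10*, *Lgr5* and *Dkk1*) and 2 of 20 odontogenic growth factors (*Fgf3* and *Bmp7*). Only genes above 100 on the deposited scale in at least 2 libraries were measured. A marker of cells missing from culture passes that filter only through P0, so its fall is partly built in. Of the names on the lists, 10 of 19 were measured for red cells, 7 of 22 for dental epithelium, 9 of 20 for macrophages and 4 of 9 for Schwann cells. Of the 7 dental epithelium markers, 6 fell in P1 and in P2, also when adjusted over the list alone, and the list was lower than other genes (camera adjusted p = 0.00164 in P1 and 0.0061 in P2). *Krt14*, a basal epithelial keratin gene, fell by 4.93 on the log2 scale in P1 (standard error 0.39, adjusted p = 2.37e-04) and was listed at 0 in P2. Among 9 macrophage markers 6 fell in P1 and in P2, the lysozyme gene *Lyz2* rose in P2, and the list was lower in both (camera adjusted p = 7.28e-05 and 0.0055). *Irf8*, a transcription factor of myeloid cells, fell by 3.43 in P1 and fell by 3.33 in P2. Of 4 Schwann cell markers 3 fell in P1 and 4 in P2 (camera adjusted p = 7.28e-05 and 7.26e-05), with *Ngfr* at -6.12 (standard error 0.17, adjusted p = 1.23e-05) in P1; 1 of the 3 lost its call in P1 with pseudocounts of 0.5 and 0.1. Pericyte markers were divided: *Rgs5*, *Kcnj8* and *Abcc9* fell in both passages, *Cspg4* rose in both and *Mcam* in P2. The pericyte list was lower than other genes at an adjusted p of 0.0106 in P1 and 0.0443 in P2, the second of which became 0.0733 with a preset correlation of 0.05. The counts of the macrophage, Schwann cell and pericyte lists were the same when adjusted over the list alone. The number of P0-only genes rested on the minimum, with 25 at 0.1 scaled units and 550 at 5, and so did the others: at 5 there were 648 in P1 and P2 but not P0, 26 in P1 alone and 67 in P2 alone.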

A total of 9,815 genes were shared among P0, P1 and P2 cells, whereas 563 genes were expressed exclusively in P0 cells (Fig. 3A). 

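Most genes used as stable references did not pass the test between the passages. Of 13 housekeeping genes only *Actb*, a cytoskeletal actin gene, passed the test in P1, at 1.06 (standard error 0.32, adjusted p = 0.0286), and none passed it in P2, also when adjusted over the list alone. *Actb* was at the shared highest value in both libraries of P1 and in 1 of P2, so the size of its change is not exact. *Tbp*, the TATA-binding protein gene, had 15.2, 14.1 and 13.2 scaled units in P0, P1 and P2, and *Sdha*, a mitochondrial enzyme gene, had 222, 233 and 214. As a list the housekeeping genes did not differ from other genes (camera adjusted p = 0.915 in P1 and 0.729 in P2). The largest fall among the 13 in P1 was 0.730 on the log2 scale. The authors' normalization had already made the sorted values of the passages nearly the same, which leaves little room for a shared shift. Across the 11386 genes, Pearson's correlation of the passage means on the log2 scale was 0.986 between P1 and P2, 0.792 between P0 and P1 and 0.748 between P0 and P2. These are correlations across genes, which are not independent replicates.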

P0 cells that were not exposed to *in vitro* culture conditions showed a striking separation from P1 and P2 cells (Fig. 3B; Fig. S1). The transcriptional disparity between freshly isolated and cultured mDMCs is consistent with their phenotypic differences. Differential expression analysis revealed that *in vitro* expansion of mDMCs promoted the selective overexpression of 859 genes, whereas 763 genes were downregulated in P1 cells (Fig. 3C). 

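In first-passage cells the list of contractile genes was higher than other genes, and the lists of red cell markers and dental mesenchyme transcription factors were lower. The smooth muscle genes *Actg2*, *Acta2* and *Cnn1* had the largest rises, with log2 fold changes of 8.32 (standard error 0.36, adjusted p = 3.95e-05), 8.09 (standard error 0.21, adjusted p = 1.03e-05) and 7.31 (standard error 0.19, adjusted p = 1.09e-05); *Acta2* was at the shared highest value in both libraries of P1, so the size of its rise and its rank are not exact. Other large rises were those of *Ahnak2* (7.17), the annexin gene *Anxa8* (6.87), *Jph2* (6.57), the smooth muscle gene *Tagln* (6.41), *Klhdc8a* (6.07), the epoxide hydrolase gene *Ephx1* (6.03) and *Lmod1* (6.03). Of 21 contractile genes and targets of the SRF and YAP transcription regulators, 19 rose in P1 and none fell, also when adjusted over the list alone (camera adjusted p = 1.56e-33). The same list had 18 rises and no falls in P2 (camera adjusted p = 1.68e-25). The largest falls were those of the globin genes *Hbb-y* (-11.45), *Hbb-bs* (-11.03), *Hbb-bt* (-10.08), *Hba-a1* (-9.68) and *Hba-a2* (-9.62). *Hbb-y* was at the shared highest value in 1 library of P0, so the size of its fall is not exact. All 10 measured red cell markers fell in P1 and in P2, also when adjusted over the list alone (camera adjusted p = 3.89e-37 and 4.72e-27). After the globins came *Tmem132c* (-7.33), the collagen gene *Col26a1* (-7.03), *Wdr86* (-6.16), *Ngfr* and *Tril* (-6.10). Of 24 dental mesenchyme transcription factors, 16 fell in P1 and in P2 and none rose, also when adjusted over the list alone (camera adjusted p = 1.69e-08 and 4.69e-09). *Gli1* fell by 5.79 in P1 (standard error 0.17), *Lef1*, a mediator of Wnt signaling, fell by 2.84 (standard error 0.18), and *Osr2*, which patterns the tooth rows, fell by 2.55 (standard error 0.30). The others of this list, *Msx1*, *Prrx1*, *Prrx2*, *Barx1*, *Lhx8*, *Dlx6*, *Alx1* and *Gli3*, did not pass the threshold in either passage, with *Barx1* at -0.14 and *Prrx1* at -0.27 in P1. In all, 1386 of 11386 genes were called higher and 1369 lower in P1 than in P0.

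**Figure D1:**
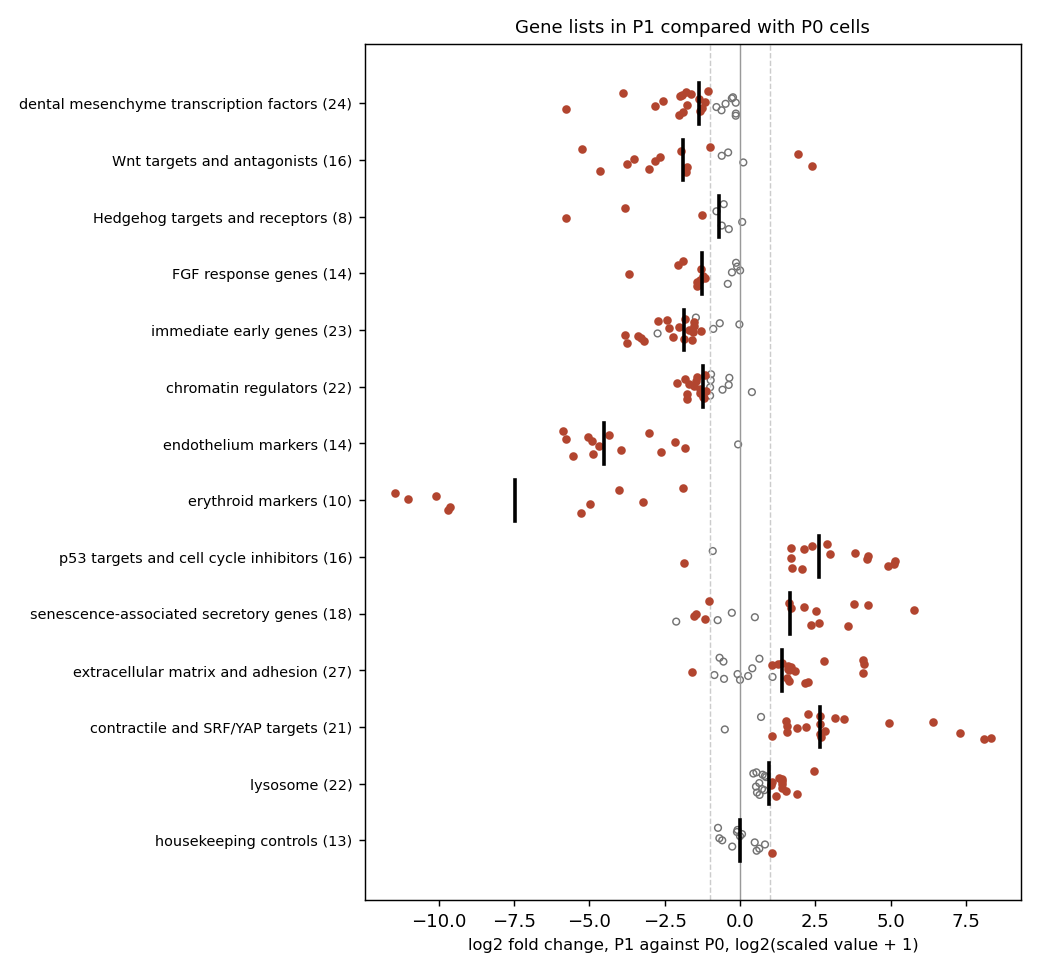
Log2 fold change from P0 to P1 on the horizontal axis for the genes of 14 lists, 1 point per gene; filled red points are called genes, open grey points are not, black bars are list medians and the dashed lines mark a 2-fold change. Contractile genes sit to the right, with 19 of 21 called higher, and all 10 red cell markers sit to the left.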

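In second-passage cells *Tnfrsf11b*, *Cemip* and *Wisp2* were among the largest rises from P0, and the lists of osteoblast and odontoblast markers were lower. *Tnfrsf11b*, which encodes osteoprotegerin, *Cemip*, a gene of hyaluronan breakdown, and *Wisp2*, a matricellular protein gene, rose between P0 and P2 by 6.87 (standard error 0.11), 6.80 (standard error 0.21) and 6.75 (standard error 0.32) on the log2 scale. The secreted Wnt antagonist gene *Frzb* fell by 6.63 (standard error 0.17) and *Tnfrsf19*, a TNF receptor family member, fell by 6.62 (standard error 0.14). Of 7 osteoblast markers, 6 fell in P1 and in P2, and *Spp1*, the osteopontin gene, rose by 2.54 and 2.82. The osteoblast list was lower than other genes (camera adjusted p = 7.28e-05 in P1 and 2.43e-06 in P2). *Ibsp*, the bone sialoprotein gene, fell by 5.57 in P2 (adjusted p = 1.88e-05) and *Alpl*, the alkaline phosphatase gene, fell by 5.11 (adjusted p = 4.65e-05). Of 5 odontoblast markers, which share *Ibsp*, *Alpl* and *Phex* with the osteoblast list, 4 fell in P1 and in P2 (camera adjusted p = 1.32e-04 and 9.04e-06). *Nes*, the intermediate filament gene nestin, rose by 1.62 in P2. Both lists gave these counts when adjusted over the list alone too. Markers of endothelium, dental epithelium and Schwann cells fell as well, to medians of 0.873%, 0.560% and 7.85% of the P0 level in P2. In all, 1596 of 11386 genes were called higher and 1638 lower in P2 than in P0.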

Comparison of the transcriptomes of P0 and P2 cells revealed that 1,004 genes were upregulated and 948 were downregulated (Fig. 3C). In contrast, 13 genes were upregulated and two genes were downregulated in P1 compared with P2 cells (Fig. 3C). These results suggested that the transcriptome of mDMCs was significantly influenced by *in vitro* culture conditions. In addition, the expression levels of *Msx1*, *Lhx6*, *Pax9*, *Bmp4*, *Fgf10*, *Bmp2*, and *Fgf3* were comparable when analyzed with RNA-seq and qRT-PCR (Fig. 3D).

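Between the first and the second passage the genes of DNA replication were lower as a list, and single genes such as *Ibsp* fell and *Lyz2* rose. *Ibsp* fell by 3.18 on the log2 scale (standard error 0.21, adjusted p = 0.0301), the histone gene *Hist3h2ba* fell by 2.18 and the imprinted gene *Dlk1* fell by 1.64 (standard error 0.18). *Lyz2* rose by 2.33 (standard error 0.34, adjusted p = 0.0474), *Cpxm2* by 1.94, the protease gene *Pappa* by 1.41, *Tnfrsf11b* by 1.29 and *Rgs4* by 1.24. Further falls were those of *6330403K07Rik* (-1.79), *Frzb* (-1.53), the growth factor gene *Mdk* (-1.36), *Gsta4* (-1.29), *Cyp26b1*, which degrades retinoic acid (-1.23), and *Tnfrsf19* (-1.16). The histone genes *Hist1h2bm* (-1.23), *Hist2h3c2* (-1.22) and *Hist1h3f* (-1.11) fell, as did the cell cycle kinase gene *Melk* (-1.07) and the lamin gene *Lmnb1* (-1.07). Of 33 genes of DNA replication and cell division, only the topoisomerase gene *Top2a* passed the test, at -1.20 (standard error 0.18, adjusted p = 0.0493), also when adjusted over the list alone, but the list as a whole was lower in P2 (camera adjusted p = 1.40e-49, median log2 fold change -0.72). The 22 chromatin regulators had a median of -0.47 (camera adjusted p = 1.77e-18), with none past the threshold. Among 15 imprinted growth genes *Dlk1* and *Cdkn1c*, a cell cycle inhibitor gene, fell and none rose (camera adjusted p = 3.65e-06). In all, 10 of 11386 genes were called higher and 24 lower in P2 than in P1. *Top2a* lost its call under median-ratio and trimmed-mean scaling. When only the 4 libraries of P1 and P2 were fitted with limma, none of 11219 genes was called, and 95 passed an unadjusted p under 0.05 with a 2-fold change. The main fit pools the spread of all 3 passages. The P0 duplicates lay closer together than those of P1 and P2, at a median log2 difference of 0.10 against 0.18 and 0.17. Its gene p-values for P2 against P1 may thus be too low. The camera p-values rest on a preset correlation of 0.01 and do not measure how list members vary together between libraries. Among 1266 genes of both Data S1 and Data S2, an alternative chosen after the values were seen called 44 with same-numbered libraries paired and 2 without, but pairing leaves 1 residual degree of freedom per gene, so that test rests on a variance trend shared by all genes. From the counts in the 3 comparisons, the paper proposes that culture influenced the transcriptome of mDMCs.

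**Figure D2:**
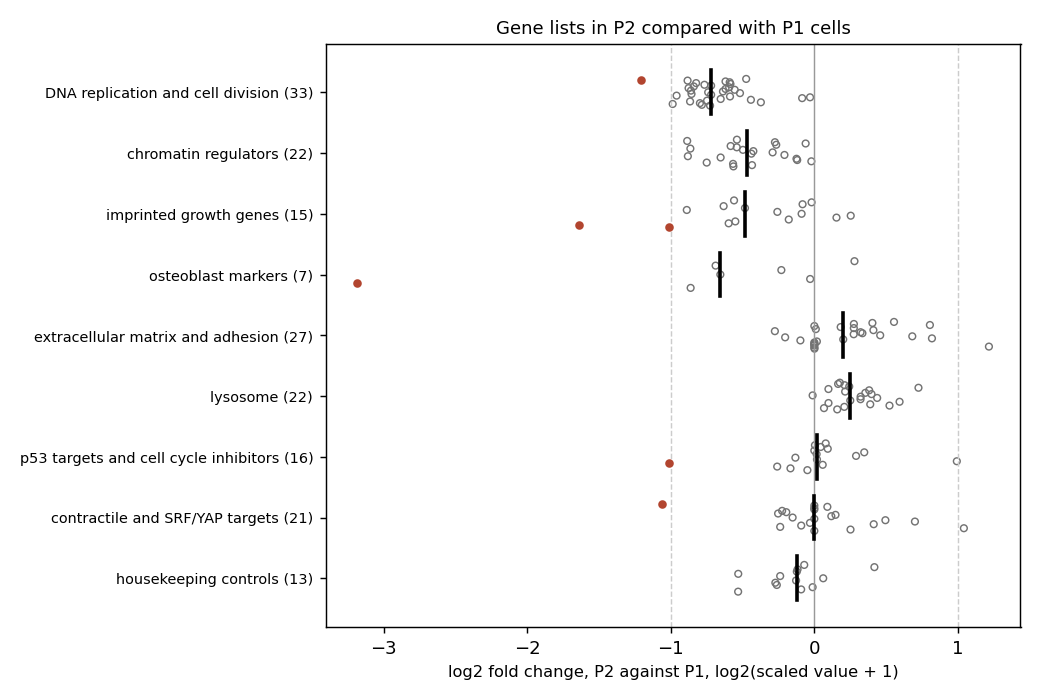
Log2 fold change from P1 to P2 on the horizontal axis for the genes of 9 lists, 1 point per gene; filled red points are called genes, open grey points are not, black bars are list medians and the dashed lines mark a 2-fold change. The DNA replication genes lie around a median of -0.72, and only *Top2a* among them is called.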

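*Pax9*, *Lhx6*, *Bmp2* and *Fgf3* fell in culture, *Bmp4* rose in P1, and *Msx1* and *Fgf10* did not pass the threshold. *Msx1* (ENSMUSG00000048450), a homeobox gene, lies on chromosome 5 from 37820485 to 37824583 (mm10) and had a log2 fold change of -0.14 (standard error 0.17, adjusted p = 0.499) in P1 and -0.17 (standard error 0.17, adjusted p = 0.406) in P2. *Lhx6* (ENSMUSG00000026890), a LIM homeobox gene, lies on chromosome 2 from 36081953 to 36104060, and changed by -1.75 (standard error 0.12, adjusted p = 1.35e-04) in P1 and -2.04 (standard error 0.12, adjusted p = 6.22e-05) in P2. *Pax9* (ENSMUSG00000001497), a paired box gene, lies on chromosome 12 from 56691767 to 56712707 and changed by -1.37 (standard error 0.18, adjusted p = 0.00139) in P1 and -1.71 (standard error 0.18, adjusted p = 4.61e-04) in P2. *Bmp4* (ENSMUSG00000021835), a bone morphogenetic protein gene on chromosome 14 from 46383520 to 46390669, had 68.9, 153 and 128 scaled units in P0, P1 and P2. It rose by 1.13 in P1 (standard error 0.26, adjusted p = 0.0111), and its difference of 0.86 in P2 (adjusted p = 0.0271) was under 2-fold. *Fgf10* (ENSMUSG00000021732), a fibroblast growth factor gene on chromosome 13 from 118669791 to 118789334, had a log2 fold change of 0.23 (standard error 0.18, adjusted p = 0.304) in P1 and 0.21 in P2. *Bmp2* (ENSMUSG00000027358), on chromosome 2 from 133552159 to 133562885, fell by 1.69 in P1 (standard error 0.17, adjusted p = 5.73e-04) and fell by 2.24 in P2 (adjusted p = 1.55e-04). *Fgf3* (ENSMUSG00000031074), on chromosome 7 from 144838083 to 144842719, had a mean of 19.7 scaled units in P0 and was listed at 0 in P1 and P2, with adjusted p = 9.60e-05 and 6.48e-05.

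**Figure D3:**
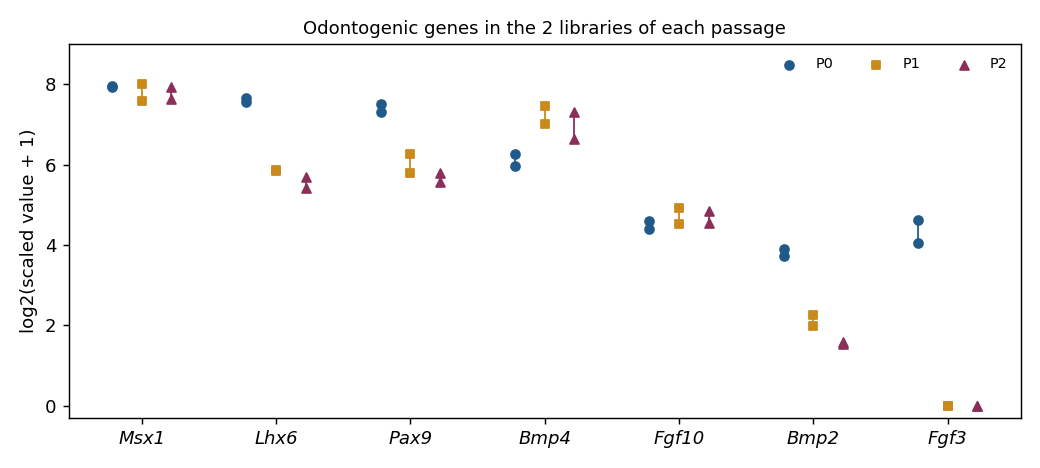
Expression of the 7 genes as log2(scaled value + 1) on the vertical axis; each pair of joined points is the 2 library values of a passage (circles P0, squares P1, triangles P2). The points of *Lhx6*, *Pax9*, *Bmp2* and *Fgf3* lie lower in P1 and P2 than in P0, and those of *Msx1* and *Fgf10* stay close together.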

**Figure 3:**
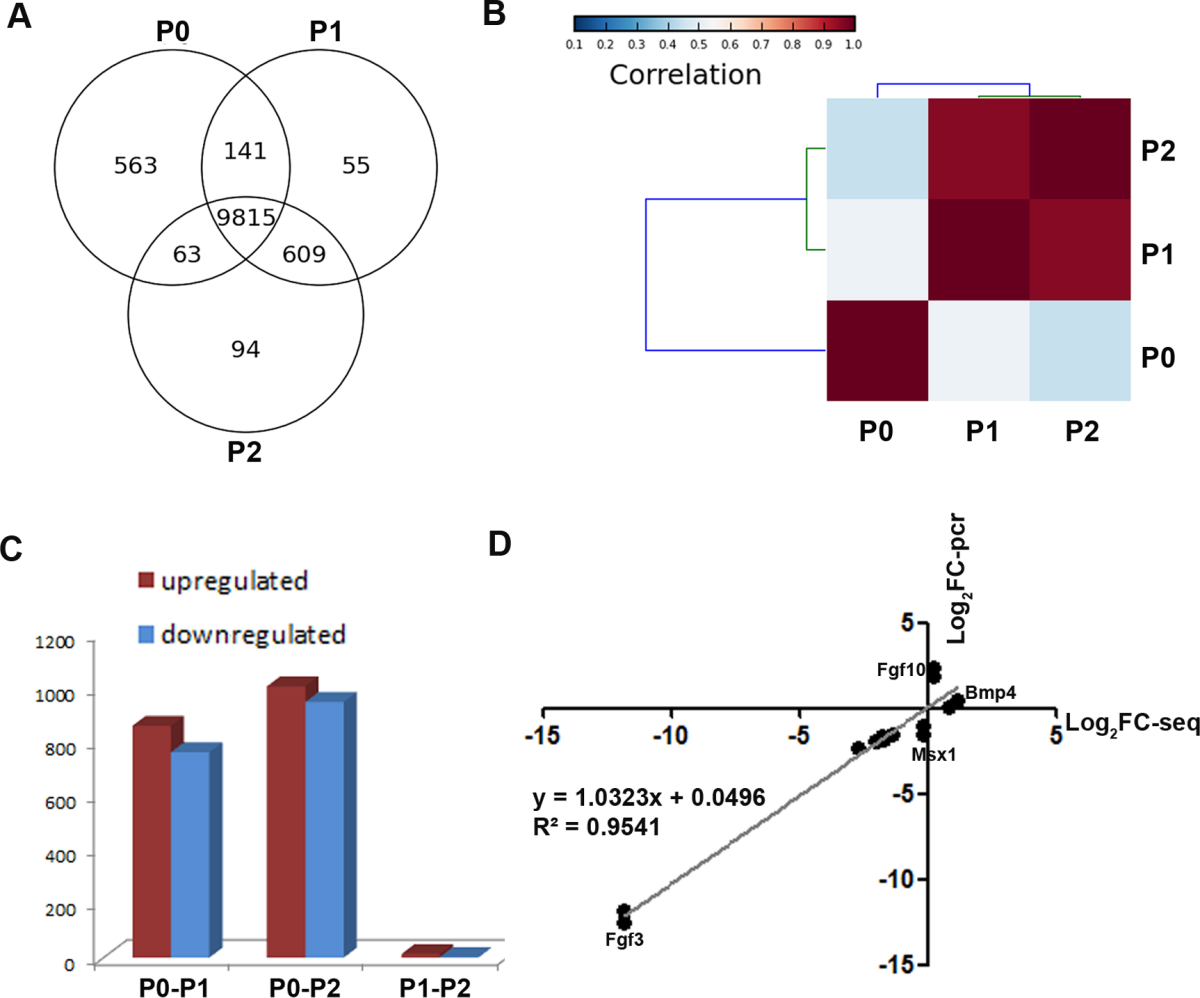
Comparison of the transcriptomic profiles of freshly isolated and cultured mDMCs. (A) The Venn diagram shows the expression profiling of P0, P1 and P2 cells, with each section showing the number of genes. (B) Hierarchical clustering analysis showed that the P1 and P2 were highly correlated, whereas the P0 was independent of them. (C) The number of differentially-expressed genes is illustrated. (D) The expression levels of *Msx1*, *Lhx6*, *Pax9*, *Bmp4*, *Fgf10*, *Bmp2*, and *Fgf3* were comparable when analyzed with RNA-seq and qRT-PCR. Data are expressed as the mean ± standard deviation (SD). *p < 0.05.

### Gene ontology analysis of differentially expressed genes

Gene ontology (GO) analysis provides an intuitive and effective approach to understand the function of genes in three domains: biological processes, cellular components, and molecular functions. To understand the function of differentially expressed genes, GO analysis was conducted (Fig. S2) and a network diagram was created to illustrate the communication of differentially expressed genes in the enriched clusters of biological processes (Fig. 4). 

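Chromatin genes such as *Dnmt3b*, the homeobox gene *Dlx1* and the endothelial genes *Pecam1*, *Tie1* and *Robo4* were lower in culture, and *Fn1*, *Col5a1*, *Tradd*, *Tnfrsf11b* and *Grem1* were higher. *Dnmt3b*, a DNA methyltransferase gene, fell by 1.34 on the log2 scale in P1 (standard error 0.16, adjusted p = 9.53e-04), *Uhrf1*, which helps to maintain DNA methylation, fell by 1.15, and the histone methyltransferase gene *Ezh2* fell by 1.15. *Dnmt1*, the maintenance methyltransferase gene, and *Rbl1*, of the retinoblastoma family, were at -0.99 and -0.97 in P1, just under 2-fold (*Dnmt1* passed under the other scalings), and fell in P2, with log2 fold changes of -1.74 and -1.56. *Dlx1*, a homeobox gene of the jaw, fell by 1.88 in P1 and fell by 2.20 in P2. The fibronectin gene *Fn1* rose by 1.64 in P1 and 2.10 in P2, and the collagen gene *Col5a1* by 1.55 in both. *Col5a1* had identical values in the 2 libraries of each passage and was at a step shared by several genes in P1 and P2, so its rise is not exact. *Pecam1*, an endothelial adhesion gene, fell by 5.78 in P1 (standard error 0.26, adjusted p = 4.44e-05). *Tie1* and *Robo4*, receptor genes of endothelium, had means of 57.6 and 19.6 scaled units in P0 and were listed at 0 in P1 and in P2. *Pecam1*, *Tie1* and *Robo4* are on the list of 14 endothelial markers, of which 13 fell in P1 and in P2, also when adjusted over the list alone (camera adjusted p = 2.50e-20 and 2.59e-17). *Tradd*, an adaptor of TNF receptors, rose by 1.93 in P1, *Tnfrsf11b* by 5.58 and *Grem1*, a BMP antagonist gene, by 5.87 (standard error 0.11, adjusted p = 7.76e-06). Of 58 genes measured from the part of the network in Fig. 4 drawn as lower, 51 fell in P1 and 56 in P2, and 2 (*Bmpr1b* and *Cib1*) rose in both. Of 25 from the part drawn as higher, 17 rose in P1 and 18 in P2, and 7 fell in both (*Tie1*, *Irf8*, *Coro1a*, *Ccr2*, *Fubp1*, *Ccnl1* and *Tcf12*), although *Ccr2* did not pass in P1 with a pseudocount of 0.1. The study chose these genes from the same libraries, so the counts are not independent evidence, and 9 of its 196 named genes measured here are on the marker lists of endothelium, red cells, dental epithelium, macrophages or Schwann cells, or 17 with the pericyte, osteoclast, osteoblast and cartilage lists.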

The network is composed of: (a) genes around the node *Dnmt3b*, namely *Dnmt1*, *Ezh2*, *Uhrf1*, and *Rbl1*, which participate in chromatin organization and transcriptional regulation; (b) genes around the node *Runx2*, namely *Bmp2*, *Dlx1*, *Lhx6*, *and Sp7*, involved in cell differentiation and skeletal system development; (c) genes around the node *Fn1*, namely *Robo4*, *Tie1*, *Pecam1* and *Col5a1*, involved in cell motion and cell adhesion; and (d) genes that are not linked to any specific node, whose function is related to apoptosis (*Tradd*, *Tnfrsf11b*) and epithelial morphogenesis (*Grem1*). These various genes and their functions are expected because chromatin modification, cell motion, and cell adhesion are basic cellular functions involving the development of multiple organs.

**Figure 4:**
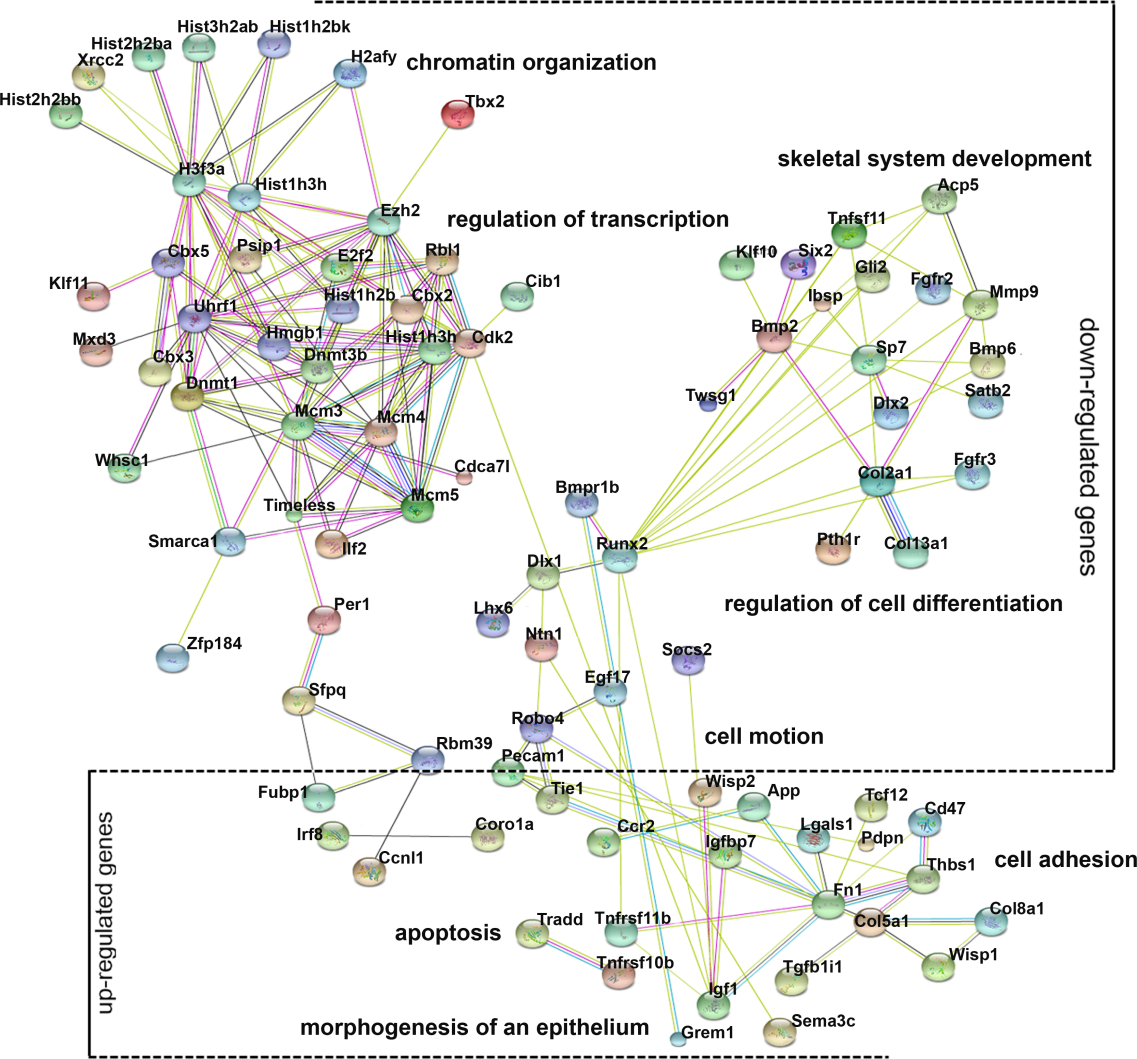
Gene ontology (GO) analysis of the differentially expressed genes. A protein–protein interaction network was constructed. DEGs in enriched GO categories are represented in the network.

### Pathway analysis of the differentially expressed genes

Multiple pathways including fibroblast growth factor (FGF), bone morphogenetic protein (BMP), hedgehog (SHH), and Wnt signaling play critical roles in odontogenesis (Liu et al., 2013; Thesleff, Vaahtokari & Partanen, 1995); thus, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was used to determine the pathways involving the differentially expressed genes (Fig. 5A). 

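The lists of matrix genes and p53 targets were higher in culture than other genes, and the list of DNA replication was lower. Of 27 genes of extracellular matrix and adhesion, 16 rose in P1 and in P2 and only the elastin gene *Eln* fell (camera adjusted p = 2.49e-07 and 3.54e-08). *Lox*, which crosslinks collagen, rose by 4.10 (standard error 0.18, adjusted p = 4.06e-05) on the log2 scale in P1, the thrombospondin gene *Thbs1* by 4.08 (standard error 0.18, adjusted p = 3.92e-05) and the collagen gene *Col8a1* by 4.08 (standard error 0.08, adjusted p = 8.07e-06). *Thbs1* and *Col8a1* were in the range of shared steps in P1, so the sizes are not exact. The 2 libraries of P1 had identical values for *Col8a1*, which lowers its standard error. Of 33 genes of DNA replication and cell division, 15 fell in P1, 24 fell in P2 and none rose (camera adjusted p = 1.44e-05 and 4.12e-14). *E2f2*, a transcription factor gene of the cell cycle, fell by 3.23 in P1 (standard error 0.22), the replication helicase gene *Mcm4* fell by 1.68 (standard error 0.12) and *Pcna*, the polymerase clamp gene, fell by 1.55 (standard error 0.12). *Cdk1* and *Ccnb1*, of the same list, were at -0.22 and -0.20 in P1 and did not pass the threshold, while *Top2a* fell by 1.06. Of 16 p53 targets and cell cycle inhibitors, 14 rose in P1 and in P2 and *Cdkn1c* fell (camera adjusted p = 1.02e-11 and 1.90e-09). *Cdkn2b* and *Cdkn1a*, inhibitors of cyclin-dependent kinases, rose by 5.14 (standard error 0.25, adjusted p = 5.84e-05) and 5.11 (standard error 0.22, adjusted p = 3.84e-05) in P1, and *Ccng1* by 4.90. Of 18 genes of secreted factors associated with senescence, 10 rose and 4 fell in P1 and in P2, among them *Il1rl1* at 5.76 in P1. This list was higher than other genes at an adjusted p of 0.0125 in P1 and 0.0133 in P2, which became 0.0517 and 0.0558 with a preset correlation of 0.05. All counts of the 4 lists were the same when adjusted over the list alone. Between P0 and P1 the markers of red cells, endothelium and dental epithelium fell too, to medians of 0.0136%, 1.80% and 0.230% of the P0 level.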

Not surprisingly, genes showing a threefold or greater change in expression were related to the pathways regulating basic cellular activities (extracellular matrix-receptor interaction [ko04512], focal adhesion [ko04510], DNA replication [ko03030], and p53 signaling pathway [ko04115]). 

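Targets of Hedgehog and FGF signaling were lower as lists in culture, and targets and antagonists of BMP signaling were divided. Of 8 Hedgehog targets and receptors, *Gli1*, *Gli2* and the receptor gene *Ptch1* fell in P1 and in P2 and none rose (camera adjusted p = 7.28e-05 and 1.72e-04). *Ptch1* fell by 3.82 on the log2 scale in P1 (standard error 0.14, adjusted p = 2.80e-05), while *Smo*, the signal transducer gene, was at -0.54 and did not pass the threshold. Of 14 genes of the response to FGF, which acts through the MAPK cascade, 9 fell in P1, 8 fell in P2 and none rose (camera adjusted p = 3.16e-04 and 0.00196). *Fgfr3*, an FGF receptor gene, fell by 3.69 in P1 (standard error 0.25), as did *Spry1* and *Spry4*, feedback inhibitors of the cascade, with -2.07 (standard error 0.11) and -1.89 (standard error 0.25). *Spry2*, of the same family, was at -0.13 in P1 (adjusted p = 0.626). Of 18 BMP targets and antagonists, 9 fell in P1 and in P2, *Grem1* rose in both and the antagonist gene *Fst* rose in P1. *Sostdc1*, a BMP and Wnt antagonist gene, fell by 4.70 in P1 (standard error 0.20), as did the target genes *Hey1* and *Id2*, with -3.07 (standard error 0.16) and -2.06 (standard error 0.13). As a whole the BMP list did not pass the test (camera adjusted p = 0.137 in P1, 0.0639 in P2 and 0.0535 between P1 and P2), but it was lower in P2 than in P1 with a pseudocount of 0.1 (adjusted p = 0.0470) and with median-ratio scaling (0.0495). For the 3 lists, the counts adjusted over the list alone were the same. Between P0 and P1, marker lists of other cell types were lower as well, at a median of 0.230% of the P0 level for dental epithelium, 1.80% for endothelium and 20.1% for Schwann cells.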

Notably, essential pathways regulating tooth development were also enriched, including the mitogen-activated protein kinase (MAPK) signaling pathway [ko04010], the transforming growth factor beta (TGFβ) signaling pathway [ko04350], and the Hedgehog signaling pathway [ko04350]. However, numerous members of these signaling pathways were reduced in cultured mDMCs (Fig. 5B), and it was difficult to identify the critical regulators that are responsible for the loss of odontogenic potential in cultured mDMCs.

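Genes drawn for the MAPK, Wnt and TGFβ pathways in Fig. 5B were lower in culture with 1 exception. All 23 measured MAPK genes fell in P1 and 22 in P2, where *Pdgfb*, a platelet-derived growth factor gene, was at -0.68 (adjusted p = 0.115). *Dusp2*, a phosphatase gene that limits MAPK activity, fell by 3.27 on the log2 scale in P1 (standard error 0.26), and *Arrb1*, the beta-arrestin gene, fell by 2.58 (standard error 0.13). All 15 Wnt genes fell in P1 and in P2, among them *Axin2*, a target and inhibitor of the pathway, with log2 fold changes of -4.66 in P1 (standard error 0.20) and -5.34 in P2. All 9 TGFβ genes fell in both passages, among them *Bmp6*, with -2.86 in P1 (standard error 0.20), and *Id1*, a BMP target gene, with -1.75 (standard error 0.49). The heat map's genes were chosen by the study on these libraries, so the 3 counts are not independent evidence of their direction. Markers of dental epithelium and endothelium were at medians of 0.230% and 1.80% of the P0 level in P1.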

**Figure 5:**
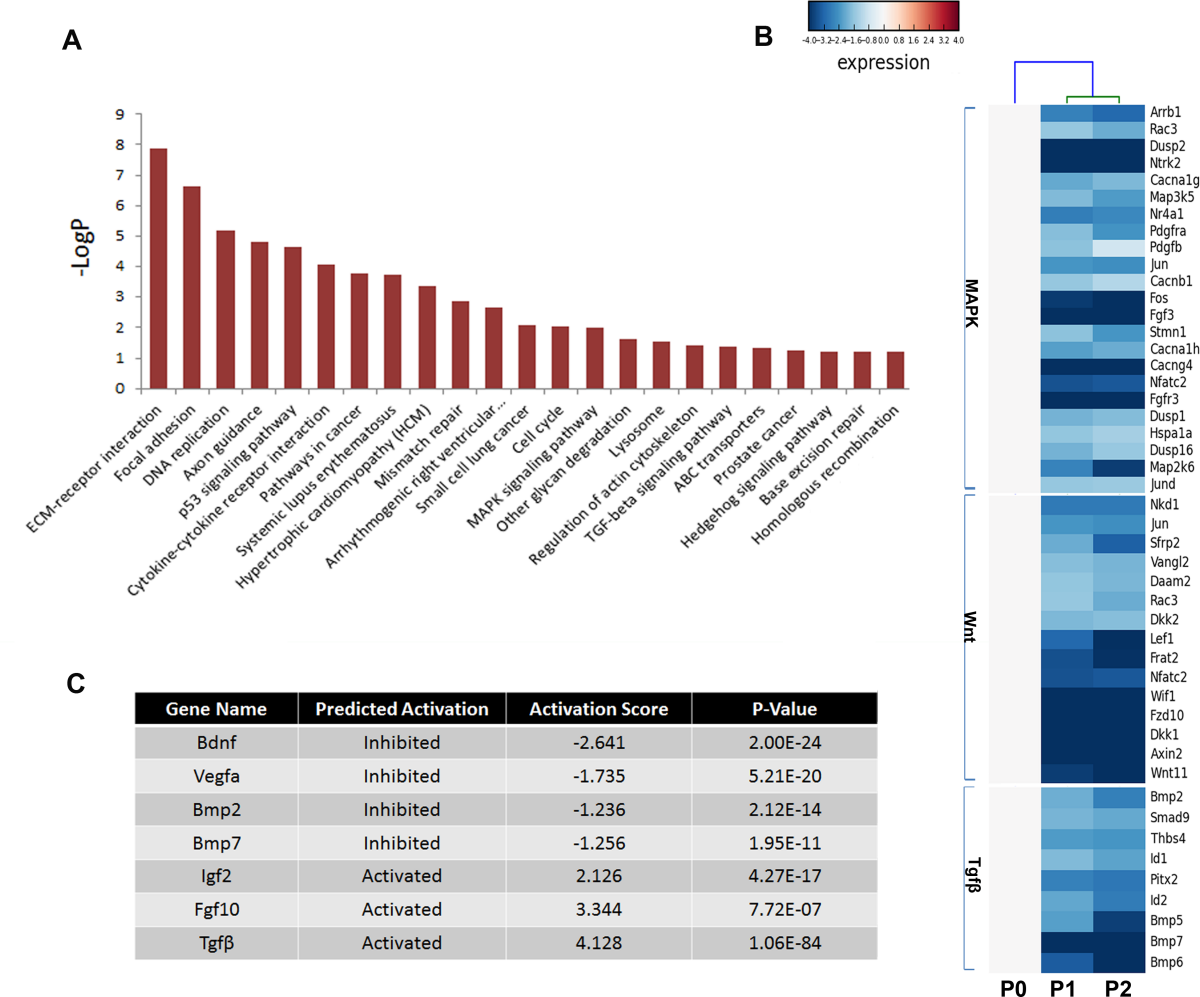
Disturbed pathways and the upstream regulators. (A) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways involving the differentially expressed genes are listed. (B) A heat map representing the genes within the MAPK, Wnt, and TGFβ pathways. (C) The upstream regulators predicted by Ingenuity pathway analysis.

An upstream analysis predicts which upstream regulators were most likely to be involved based on the current levels of gene expression detected by RNA-seq analysis. Numerous upstream regulators were related to the loss of odontogenic potential in cultured mDMCs. Specifically, the activities of *Bdnf*, *Vegfα*, *Bmp2*, and *Bmp7* were predicted to be significantly inhibited, while *Igf2*, *Fgf10*, and *Tgfb1* were more active in cultured mDMCs (Fig. 5C). 

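The growth factor genes themselves moved in both directions. *Vegfa*, which encodes the vascular endothelial growth factor, fell by 1.02 on the log2 scale in P1 (standard error 0.16, adjusted p = 0.0028) and was at -0.46 in P2 (adjusted p = 0.0463), under 2-fold. *Bmp7* had 9.83 scaled units in P0 and 0.0801 in P1 (adjusted p = 1.17e-04), and was listed at 0 in P2. *Igf2*, the insulin-like growth factor gene, had 388, 698 and 617 scaled units in the 3 passages, with log2 fold changes of 0.84 (standard error 0.09, adjusted p = 5.79e-04) in P1 and 0.67 (standard error 0.09, adjusted p = 0.00106) in P2 that were under 2-fold. *Tgfb1* is not analysed here. Of 20 odontogenic growth factors, 6 rose and 8 fell in P1 and 7 rose and 7 fell in P2, also when adjusted over the list alone, and the list did not differ from other genes (camera adjusted p = 0.427 and 0.643). *Fgf7* rose by 2.51 in P1 (standard error 0.18) and *Pdgfa* by 1.80 (standard error 0.17), while *Wnt11* fell by 3.01 (standard error 0.19). Of 17 genes of hypoxia and glycolysis, a list that includes *Vegfa*, 5 rose and 2 fell in P1 and 5 rose and none fell in P2, also when adjusted over the list alone (camera adjusted p = 0.13 and 0.241). *Adm*, the adrenomedullin gene, rose by 3.88 in P1 (standard error 0.61), and *Slc2a1*, a glucose transporter gene, was at 0.36.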

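*Bdnf*, which encodes the brain-derived neurotrophic factor, was at 7.05 scaled units in P0, 25.9 in P1 and 31.3 in P2. It rose by 1.61 (standard error 0.45, adjusted p = 0.0232) on the log2 scale in P1 and 1.95 (standard error 0.45, adjusted p = 0.0102) in P2. *Ntrk2*, the gene of its receptor TrkB on chromosome 13 from 58806596 to 58937030 (mm10), was at 52.1, 1.55 and 1.28 scaled units. It fell by 4.41 in P1 (standard error 0.32, adjusted p = 1.77e-04) and fell by 4.60 in P2 (standard error 0.32, adjusted p = 1.12e-04). *Ngfr*, another neurotrophin receptor gene and a Schwann cell marker, fell by 6.18 in P2.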

Although *Bdnf* was slightly increased in cultured mDMCs, its receptor *Ntrk2* was significantly decreased (Fig. 5B). The inhibition of *Bdnf* led to the downregulation of genes that promote odontogenesis, such as *Egr1*, *Egr2*, and *Fos* (File S1). 

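The list of immediate early genes, which respond within minutes to growth factors and stress, was lower in both passages of cultured cells. *Egr1* fell by 2.23 on the log2 scale in P1 (standard error 0.57, adjusted p = 0.0174), *Egr2* fell by 3.39 (standard error 0.67, adjusted p = 0.00653) and *Fos* fell by 3.83 (standard error 1.28, adjusted p = 0.0417). They fell in P2 too, with log2 fold changes of -2.67, -3.22 and -5.17 and adjusted p = 0.00775, 0.00687 and 0.0132. The 2 libraries of P2 lay far apart for these genes, with 440.2 and 19.5 scaled units for *Fos*, 48.1 and 11.9 for *Egr1*, and 17.6 and 3.79 for *Egr2*. In P0 both libraries had *Fos* at a high step shared by several genes, so the size of its fall is not exact. Of 23 immediate early genes, 18 fell in P1, 19 fell in P2 and none rose, also when adjusted over the list alone. The list was lower than other genes in P1 (camera adjusted p = 8.29e-04) and in P2 (adjusted p = 0.00796, or 0.0509 with a preset correlation of 0.05). *Arc* fell by 3.74 in P1 (standard error 0.27) and *Atf3*, a stress response gene, fell by 3.18 (standard error 0.72), while *Klf2* was at -0.02 (adjusted p = 0.967). Markers of endothelium and macrophages were at medians of 1.80% and 30.1% of the P0 level in P1.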

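*Runx2* and *Sp7*, transcription factor genes of bone formation, and the homeobox gene *Msx2* fell in both passages. *Runx2* had 62.6, 15.0 and 12.6 scaled units in P0, P1 and P2, and fell by 2.00 on the log2 scale in P1 (standard error 0.12, adjusted p = 1.13e-04). *Sp7* had 28.8 scaled units in P0 and fell by 3.87 in P1 (standard error 0.29, adjusted p = 2.07e-04). *Msx2* was at 6.68, 2.43 and 1.55 scaled units and fell by 1.15 in P1 (standard error 0.28, adjusted p = 0.0135). In P2 the log2 fold changes were -2.22, -4.56 and -1.62 (adjusted p = 5.90e-05, 8.85e-05 and 0.00311). *Runx2* and *Sp7* are also on the osteoblast marker list, of which 6 of 7 members fell, among them *Pth1r*, the parathyroid hormone receptor gene, with -2.24 in P1.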

Downregulation of *Bmp2* and *Bmp7* probably contributed to the loss of odontogenic potential via the inhibition of *Runx2*, *Sp7*, and *Msx2* (File S1).

### VEGF*α*, BMP2, and BMP7 restore the expression of downregulated genes

Given the pivotal roles of VEGF*α*, BMP2, and BMP7 in tooth development, we selected these proteins to increase the expression of odontogenic genes. Indeed, tooth mesenchyme-specific genes were upregulated including Msx1 and Pax9 in mDMCs treated with Bmp2 and Bmp7 (Figs. 6B and 6C). VEGF*α* slightly increased the expression of Msx1 and Pax9, but not that of Lhx6 (Fig. 6A). In parallel, VEGF*α*, BMP2, and BMP7 were adopted to maintain the odontogenic potential of mDMCs. Although well-structured tooth was not observed, dentin-like structures were present (Fig. 6D). Together, VEGF*α*, BMP2, and BMP7 promoted the expression of dental mesenchyme-specific genes and the formation of dentin-like structures.

**Figure 6:**
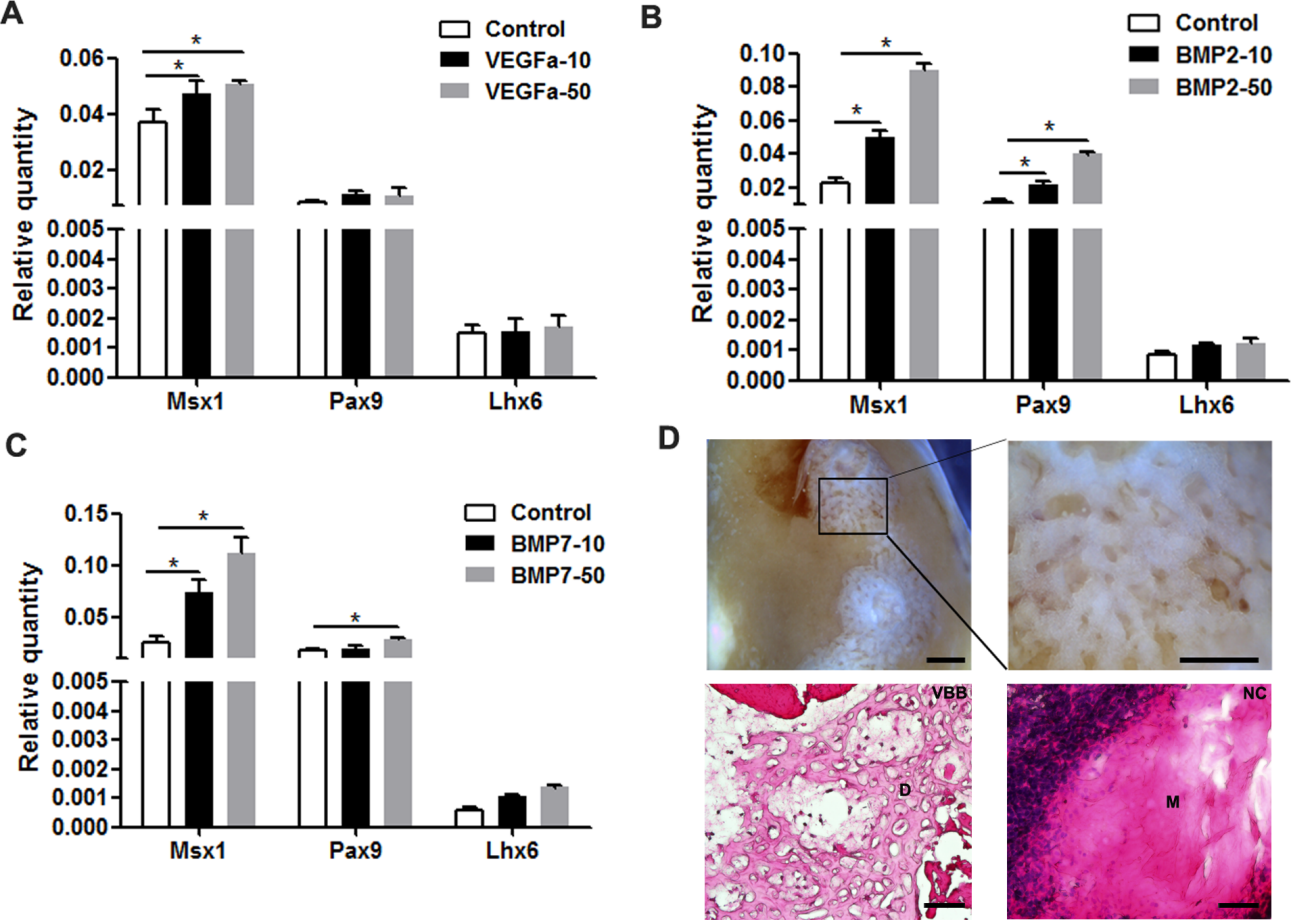
VEGF*α*, BMP2, and BMP7 play roles in the maintenance of odontogenic potential. The mRNA levels of dental mesenchyme-specific genes in mDMCs cultured in the medium supplemented with 10 ng/ml or 50 ng/ml VEGF*α* (A), BMP2 (B), and BMP7 (C). (D) Stereoscopic images (upper) and histological images (lower) of the dentin-like structures or the amorphous matrix. Dentin-like structures derived from recombinants with mDMCs cultured in the medium supplemented with VEGF*α*, BMP2, and BMP7 (VBB). D, dentin-like structures; M, amorphous matrix; NC, negative control. Data are expressed as the mean ± standard deviation (SD). *p < 0.05. Scale bar: upper left 1 mm, upper right 500 µm, lower 50 µm.

## Discussion

Numerous signaling factors in dental epithelium and/or mesenchyme interact with each other to regulate odontogenesis and induce the expression of dental mesenchyme-specific transcription factors during tooth development (Thesleff, Vaahtokari & Partanen, 1995). In the present study, we found that cultured mDMCs lost the odontogenic potential and failed to initiate tooth formation. Consistently, the dental mesenchyme-specific transcription factors (Msx1, Pax9, and Lhx6) were decreased in cultured mDMCs, and the mutation of these transcription factors was shown to cause tooth agenesis disorders (Peters et al., 1998; Satokata & Maas, 1994; Zhao et al., 2013). The loss of odontogenic potential and decreased expression of dental mesenchyme-specific genes may be due to the absence of inductive signals from the dental epithelium or mesenchyme. Since Bmp and Fgf signaling pathways mediate the odontogenic inductive signals of dental mesenchyme (Liu et al., 2013; Thesleff, Vaahtokari & Partanen, 1995), the expression of representative components within these two signaling families was analyzed in mDMCs. The expression of Bmp4 shifts from dental epithelium to mesenchyme, which is concomitant with the shift of instructive potential during tooth development (Vainio et al., 1993), but the expression of *Bmp4* in the present study was not significantly changed when mDMCs were cultured *in vitro*. This suggests that *Bmp4* in cultured mDMCs is not sufficient to substitute for the odontogenic potential and that other factors besides *Bmp4* are responsible for the inductive potential. Similarly, although *Fgf10* stimulates cell proliferation in the dental epithelium during tooth morphogenesis (Kettunen et al., 2000), the mRNA level of *Fgf10* was comparable between freshly-isolated and cultured mDMCs. In contrast, the expression of *Fgf3* and *Bmp2* in cultured mDMCs was significantly reduced. *Fgf3* regulates the number, position, and interrelation of cusps in molar teeth; mutation of the *Fgf3* gene leads to dosage-dependent morphological changes in teeth of both mice and human patients (Charles et al., 2009). *Bmp2* is essential for the differentiation of ameloblasts and odontoblasts (Guo et al., 2015; Yang et al., 2012). Thus, the downregulation of these genes may account for the loss of odontogenic potential in cultured mDMCs. However, *Bmp2* was expressed at a relatively low level in E14.5 mDMCs, and *Fgf3* knockout mice do not exhibit any overt defects in teeth (Mansour, Goddard & Capecchi, 1993), raising the possibility that the loss of odontogenic potential in cultured mDMCs may also involve other genes.

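In P0 cells *Bmp2* had a mean of 246 on the deposited scale, against a median of 657 over the 11386 genes. Its 2 libraries had 262 and 229 on that scale. Among the other BMP ligand genes measured in P0, *Bmp3* had 18.1 scaled units, *Bmp4* 68.9, *Bmp5* 13.8, *Bmp6* 23.1 and *Bmp7* 9.83, against 13.1 for *Bmp2*. *Fgf3* had a mean of 368 on the deposited scale, with libraries at 23.8 and 15.6 scaled units.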

Transcriptome analysis, as conducted in this work, has provided insight into the molecular mechanism underlying the loss of odontogenic potential. The transcriptomic profiles reflected the potential of mDMCs, and the mDMCs without odontogenic potential were strikingly separated from those with odontogenic potential. Moreover, the activities of *Bdnf*, *Vegfα*, *Bmp2*, and *Bmp7* were predicted to be inhibited. These growth factors were reported to be involved in tooth development. *Bdnf* and its receptor *Ntrk2* are involved in the MAPK pathway and play roles in epithelial-mesenchymal interactions in early tooth morphogenetic events (Nosrat et al., 1997). *Vegfα* is an important factor that induces angiogenesis and related with the MAPK signaling pathway. It is expressed in inner enamel epithelial cells and the basement membrane (Aida et al., 2005; Miwa et al., 2007), indicating a potential role in the epithelial-mesenchymal interactions. *Bmp2* promotes the maturation of odontoblasts and *Bmp2* conditional knockout mice display abnormal tooth phenotypes with a hypomineralization enamel layer, delayed odontoblast differentiation, abnormal dentin tubules, and decreased tooth-related gene expression (Guo et al., 2015; Yang et al., 2012). *Bmp7* is also essential for tooth development and its level in the fetal dental mesenchymal cells is higher compared with that in the adult dental pulp cells, representing a potential mediator of the inductive odontogenic potential of dental mesenchyme (Gao et al., 2015). Consistently, we found that VEGF*α*, BMP2, and BMP7 increased the expression of dental mesenchyme-specific genes. Even though the supplementation with these growth factors did not restore the odontogenic potential of mDMCs, dentin-like structures formed instead of amorphous matrix, suggesting their potential roles in the maintenance of odontogenic potential. Recently, immortalized fetal dental mesenchymal cell lines were established (Huang et al., 2015; Wu et al., 2015), and a medium supplemented with upstream signaling molecules such as *Vegfα*, *Bmp2*, and *Bmp7* may preserve the biological properties of mDMCs.

Although the effects of *Igf2*, *Fgf10*, and *Tgfb1* were predicted to be enhanced in cultured mDMCs, they are well-known mesenchymal signals that mediate epithelial-mesenchymal interactions during tooth development (Matsumoto et al., 2011; Nakao et al., 2013; Vaahtokari, Vainio & Thesleff, 1991). Interestingly, the level of *Igf2* in dental mesenchyme decreased over time during development because of the hypermethylation of CpG islands (Khan et al., 2012); this suggests that the inhibition of *Igf2* activity is required for normal tooth development. However, further studies are still needed to investigate whether the overactivation of these factors leads to abnormal phenotype of teeth, and whether inhibitors of these factors play a role in the maintenance of odontogenic potential.

In the present study, supplementation with *Vegf*, *Bmp2*, and *Bmp7* did not completely restored the odontogenic potential of mDMCs. However, the GO analysis also provided a clue for the establishment of culture system for mDMCs. GO analysis showed that multiple biological processes involving the development of multiple organs were dysregulated when mDMCs were cultured *in vitro*. Specifically, Chromatin modifier enzymes play essential roles in the establishment of transcriptional programs accompanying cell differentiation during tooth development (Brook, 2009). 

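The list of chromatin regulators was lower in cultured cells. Of 22 chromatin regulators, 14 fell in P1, 19 fell in P2 and none rose, also when adjusted over the list alone (camera adjusted p = 2.49e-10 and 3.57e-15). *Hmgb2*, a chromatin protein gene of dividing cells, fell by 2.09 on the log2 scale in P1 (standard error 0.16), the chromatin remodeler gene *Smarca1* fell by 1.81 (standard error 0.16) and the DNA methyltransferase gene *Dnmt3a* fell by 1.77 (standard error 0.14). *Eed* and *Suz12*, which encode partners of *Ezh2* in the Polycomb complex, were at 0.39 and -0.35 in P1 and did not pass the threshold. Most of the 22 genes, and most of those that fell, are in the part of the paper's Fig. 4 drawn as lower, among them *Dnmt3b*, *Uhrf1*, *Cbx2* and *Smarca1*. The study chose the genes of Fig. 4 from the same libraries, so the count and the test are not independent evidence of a fall. In P1 the markers of endothelium were at a median of 1.80% and those of red cells at 0.0136% of the P0 level.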

Mesenchymal cell migration and compaction are required to induce the expression of critical odontogenic genes and the differentiation of odontoblasts (Hu, Parker & Wright, 2015; Mammoto et al., 2011). The dysregulation of cell motion also contributed to the compromised potential in cultured mDMCs. Since both the mandible and teeth are mineralized tissue derived from the neural crest (Chai et al., 2000), multiple genes acting in skeletal system development have been identified as affecting the odontogenic signaling cascades (Komori, 2006; Nakashima et al., 2002). Thus, growth factors or cytokines that related with transcriptional regulation, cell differentiation or mineralization, and cell motion may facilitate the maintenance of odontogenic potential.

In conclusion, we assessed the odontogenic potential of *in vitro*-expanded mDMCs and conducted an analysis of their transcriptome profiles. The results revealed that the transition to an *in vitro* setting induced the loss of odontogenic potential and a significant modulation of the overall transcriptome. Genes encoding a wide array of components of MAPK, TGF-β/BMP, and Wnt pathways were significantly downregulated in cultured cells. 

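Of the Wnt targets and secreted Wnt antagonists, more fell than rose in culture. Of 16 such genes, 11 fell, 2 rose and 3 did not pass the threshold in P1 and in P2, also when adjusted over the list alone (camera adjusted p = 7.74e-06 and 8.81e-06). Most of the falls are those of *Axin2*, *Lef1*, *Nkd1*, *Dkk1*, *Dkk2*, *Sfrp2*, *Wif1* and *Fzd10*, which are also in Fig. 5B. The study chose the genes of Fig. 5B on these libraries, so the count and the test are not independent evidence of a fall. The other members of the list went both ways. *Wif1* fell by 5.26 on the log2 scale in P1 (standard error 0.19), the receptor gene *Fzd10* fell by 3.74 (standard error 0.21) and *Lgr5*, a receptor for R-spondins, fell by 3.53 (standard error 0.18). *Dkk3*, of the Dickkopf family, and *Rnf43*, a ubiquitin ligase gene that lowers Wnt receptors, rose by 2.40 (standard error 0.13) and 1.93 (standard error 0.21). *Sfrp1*, a secreted antagonist gene, was at -0.39 (adjusted p = 0.232). The markers of dental epithelium, endothelium and Schwann cells were lower as well, at medians of 0.230%, 1.80% and 20.1% of the P0 level in P1.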

Our results also indicated that inhibited activities of *Vegfα*, *Bmp2*, and *Bmp7* contributed to the loss of odontogenic potential and supplementation with these growth factors played roles in the maintenance of odontogenic potential in mDMCs.

## Supplemental Information

10.7717/peerj.1684/supp-1 Data S1 The differentially expressed genes between P0 and P1 cells

10.7717/peerj.1684/supp-2 Data S2 The differentially expressed genes between P0 and P2 cells

10.7717/peerj.1684/supp-3 Figure S1 Principal components analysis of mDMCs in culture PCA revealed that the greatest variation in the transcriptional profile arose from differences in the P0 and P1 cells, while the P1 and P2 cells quite resemble each other.

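Gene by gene, P1 and P2 lay close to each other and P0 lay apart from both. The means of P0 and P1 differed by more than 2-fold for 2781 genes (24.4%), those of P0 and P2 for 3253 (28.6%) and those of P1 and P2 for 109 (0.957%). *Col8a1*, a matrix gene, was at 114, 1942 and 3428 scaled units in P0, P1 and P2, and *Ccng1*, a p53 target, at 46.7, 1419 and 1192. The median absolute log2 difference over all genes was 0.50 between P0 and P1, 0.57 between P0 and P2 and 0.14 between P1 and P2. Between the 2 libraries of a passage it was 0.10 in P0, 0.18 in P1 and 0.17 in P2, which are differences of single libraries and not of means.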

10.7717/peerj.1684/supp-4 Figure S2 Gene ontology analysis (GO) of differentially expressed genes Significant GO biological processes, cellular components, and molecular function are listed (*p* < 1.60E-07).

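The downstream genes listed for *Bdnf*, *Bmp2* and *Bmp7* moved as listed in most cases. Of 29 measured *Bdnf* targets listed as lower, 27 fell in P1 and 26 in P2, and none rose. All 18 listed as higher rose in P1, and 17 rose in P2. For *Bmp2*, 25 of 27 genes listed as lower fell in P1 (26 when adjusted over the list alone) and 23 fell in P2, and of 7 listed as higher 7 rose in P1 and 6 in P2. For *Bmp7*, 14 of 14 listed as lower fell in P1 and 12 in P2, and of 8 listed as higher 8 rose in P1 and 7 in P2. The prediction took these genes from the same libraries, so the counts are not independent evidence, and some genes are on several lists. *Glul*, the glutamine synthetase gene, fell by 2.80 on the log2 scale in P1 (standard error 0.09) as a *Bdnf* target, and *Aldh1a2*, which makes retinoic acid, fell by 4.09 (standard error 0.15) as a *Bmp2* target. *Penk*, the proenkephalin gene listed for both *Bdnf* and *Bmp7*, fell by 5.02 (standard error 0.18), and *Igfbp6*, listed as higher for *Bmp7*, rose by 5.15 (standard error 0.33).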

10.7717/peerj.1684/supp-5 File S1 Downstream genes predicted by IPA The downstream genes regulated by Bdnf, Bmp2, and Bmp7 were listed.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: GEO accession number: GSE65164.

How the deposited data were processed for this re-analysis (not part of the article)

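RNA from P0, P1 and P2 mDMCs was measured in 6 libraries, 2 per passage. The authors deposited 1 table per passage with the mean and error of each gene over the 2 libraries, and the score in these tables is their normalized value. Their processing was mapping with bowtie 1.0.1, quantification with RSEM (version 1.2.12 in the paper and 1.1.21 in the submitters' notes), GC normalization with EDASeq 1.11.0 and testing with DESeq2 1.12.0. The values were checked for their unit: means are multiples of 0.5, the library values are whole numbers, each passage totals 1.87e+07, and the sorted library values of any 2 passages were identical at 80.1% to 87.3% of positions, with a largest difference of 11. The tables thus hold values after full quantile normalization between libraries, not read counts, and the depth per library is unknown. Every gene had a value above 100 in at least 2 libraries. Coordinates are those of mm10 in the tables. For 18 genes whose names had been turned into dates, the symbol was restored from the Ensembl identifier. In each table 1 entry is not reported here.

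Both library values were recovered from the mean and error of each gene (11386 genes, tolerance 1e-06), without knowing which value belongs to which library. For part of the genes of Data S1 and Data S2 the printed error shows whether same-numbered libraries of 2 passages deviate from their means in the same direction: 754 did and 755 did not for P0 and P1, 955 and 863 for P0 and P2, and 981 and 384 for P1 and P2 (genes of both tables). Pairing of the P1 and P2 libraries is thus not excluded, and the main model has no term for it. Each value was divided by its passage total and multiplied by 1000000 (scaled units), and log2(scaled value + 1) was analysed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) over all 6 libraries, with 3 residual and 3.06 prior degrees of freedom. A filter of 1 scaled unit in 2 libraries removed no gene, so 11386 genes were tested in each of the 3 comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. On simulated data with 200 changed genes, 54% of 2-fold changes and 100% of 4-fold and larger changes were recovered with 4 false calls, and 0 genes were called when no change was simulated. The simulation gave genes of like level 1 spread, taken from the P1 duplicates, in all passages. The real P0 duplicates lay closer together (median log2 difference 0.10, against 0.18 in P1 and 0.17 in P2). Far more genes were called in the data, so the simulated numbers of false calls do not carry over to them. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

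Gene lists were written for dental mesenchyme transcription factors, odontogenic growth factors, Wnt, BMP, Hedgehog and FGF response genes, immediate early genes, DNA replication, chromatin regulators, p53 targets, secreted factors of senescence, extracellular matrix, contractile genes, lysosome, cholesterol synthesis, hypoxia, imprinted genes, interferon response, odontoblast markers and housekeeping genes. Further lists held markers of dental epithelium, endothelium, red cells, macrophages, osteoclasts, osteoblasts, cartilage, skeletal muscle, neurons, Schwann cells and pericytes. Each of these 31 lists was compared with all other genes by camera on the moderated statistics with a preset correlation of 0.01, adjusted over 31 lists per comparison. Camera with an estimated correlation and fry need to know which values of different genes come from the same library, which neither the tables nor the printed errors show, and were not run, so a preset correlation of 0.05 was used as the stricter setting. Hox genes and *Tgfb1* are not analysed here. The genes of Fig. 4, Fig. 5B and File S1 were counted as lists the study had chosen.

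Genes were named by a rule: every gene in the paper's results text, with genes of Fig. 4, Fig. 5B and File S1 as examples; up to 4 members of each list, from the largest changes among those past the threshold, of which not all are reported here; the 10 largest rises and falls per comparison with P0 among called genes with at least 10 scaled units in the higher passage and libraries that do not overlap; and for P2 against P1 the 20 largest. The values of Data S1 and Data S2 had been seen when the rule was written, and members named because they did not pass the threshold were chosen after their values were seen. Alternatives covered the pseudocount, the filter, the scaling of the passages, the passages in the fit, the thresholds and the minimum for expression. Experiments by qRT-PCR, grafting and growth factor treatment are not analysed here.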

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

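The 2 tests of marker genes in the last paragraph were chosen only after the result was seen.

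Several lists differed between P1 and P2, the 2 culture times, by camera's test of the difference itself, with adjusted p-values over 31 lists. These p-values compare genes with genes at a preset correlation of 0.01. They do not measure how list members vary together between libraries. Lower in P2 than in P1 were DNA replication and cell division (adjusted p = 1.40e-49, median log2 fold change -0.72 over 33 genes), chromatin regulators (1.77e-18, -0.47 over 22 genes), imprinted growth genes (3.65e-06, -0.48 over 15), osteoblast markers (3.89e-06, -0.65 over 7), odontoblast markers (5.21e-05, -0.33 over 5) and dental mesenchyme transcription factors (0.00305, -0.22 over 24). Higher in P2 were lysosome genes (1.80e-06, 0.25 over 22 genes), interferon response genes (2.51e-05, 0.73 over 5), extracellular matrix and adhesion (9.02e-04, 0.20 over 27) and macrophage markers (0.0112, 0.31 over 9). The macrophage markers were divided: adjusted over the list alone, 1 rose and 1 fell between P1 and P2. Their median log2 fold change from P0 was -1.46 in P1 and -2.02 in P2. Osteoblast and odontoblast markers share *Alpl*, *Phex* and *Ibsp*, so their results are not separate.

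Other lists changed between P0 and P1 in genes that the paper does not discuss as a group. Contractile genes and SRF or YAP targets were higher in P1 (adjusted p = 1.56e-33 over 21 genes), and so were the interferon response genes (0.0172 over 5 genes). Markers of red cells (3.89e-37 over 10 genes), dental epithelium (0.00164 over 7), macrophages (7.28e-05 over 9) and Schwann cells (7.28e-05 over 4) were lower.

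The lists of markers of endothelium, red cells, dental epithelium, macrophages and Schwann cells were each lower in culture than in P0, with the exception of single members such as *Lyz2*, although dispase was used to remove the epithelium, and 17 of the 50 largest falls in P1 are on these 5 lists, as are 9 of the 196 study genes measured. A shift of the scaling between passages was tested, since one factor per passage would move all genes alike. The largest fall among 13 housekeeping genes in P1 was 0.730 on the log2 scale, against a median fall of 3.69 for the markers. This test decides little, because quantile normalization had already given all libraries nearly the same distribution and left little room for such a shift. A candidate explanation is that P0 held cells of these types and the cultures did not: a median of 2.96% of the P0 level remained in P1 over 44 markers, and the abundant globins *Hbb-y* and *Hbb-bs* had 5288 and 3422 scaled units in P0 and 0.774 and 0.641 in P1. The 44 are only the markers that passed the filter of the deposited values. Genes of cells missing from culture pass it only through P0, so a low median is partly built in. The explanation is less clear for macrophages and Schwann cells, whose markers kept a median of 30.1% and 20.1%. Dental mesenchyme transcription factors (37.1%), which mDMCs express, fell as well. So did the osteoblast markers (17.8%), and bulk RNA does not show whether mDMCs or other cells in P0 expressed them. A change of the marker genes within the mDMCs during culture, the condition the design names, stays open and was not tested in bulk RNA.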

How the results depend on the processing

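Tests chosen after the values were seen are those without a fold minimum, with closest values, with the Data S formula, without genes of identical duplicates, with a replicate block, with a preset correlation of 0.05, with a minimum of 100 and over Data S genes.

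The calls against P0 stayed within 1.5 times under other pseudocounts, filters (which remove no gene), scalings, unadjusted p and the fit of 2 passages, from 2738 to 2886 in P1 and from 3230 to 3430 in P2, with 2092 and 2618 at closest values. Median-ratio and trimmed-mean scaling could change little, since after quantile normalization their factors lay from 0.992 to 1.013. At a log2 fold change of at least 1.5 they were 1508 in P1, 1849 in P2 and 7 between P1 and P2, and without a fold minimum 6685, 7248 and 122. With the formula of Data S (log2 of the deposited value plus 0.1) and at least 1.5 they were 1701, 2050 and 98 without a test, 1671, 2027 and 10 with an adjusted p, and 1678, 2035 and 53 with an unadjusted p; P2 against P1 had 265 at 1 or more without a test. Between P1 and P2 there were also 105 with an unadjusted p, 15 with closest values, 31 without genes of identical duplicates, and in limma 0 of 11219 when only these passages were fitted (1114 at an unadjusted p under 0.05, lowest adjusted p 0.0979). That fit has fewer libraries and leaves out the P0 duplicates, which lay closer together than those of P1 and P2. *Top2a* alone lost its call under the median-ratio and trimmed-mean scalings. The P0-only genes were 25, 81, 550 and 685 at minimums of 0.1, 0.5, 5 and 10 scaled units, and 588 at 100 on the deposited scale. The correlation of P0 and P1 was 0.687 on the linear scale and 0.461 over Data S genes; that of P0 and P2 was 0.6485 and 0.366, and 0.798 as Spearman's rho.

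With a preset correlation of 0.05, the adjusted p was 0.0517 in P1 and 0.0558 in P2 for secreted factors of senescence, 0.0509 in P2 for immediate early genes and 0.0733 in P2 for pericyte markers, which had 0.0930 with a pseudocount of 0.1. BMP targets in P2 against P1 passed, at 0.0470 with that pseudocount and 0.0495 with median-ratio scaling. The other list tests kept their side (92 of 93 under median-ratio scaling, 91 under the pseudocount of 0.1, 89 under 0.05), and no result reversed. Except where stated, the cause was not tested. Of 546 named genes, between 540 and 544 kept their side in P1 and between 542 and 544 in P2 under each scaling, pseudocount and the fit of 2 passages, and without red cell genes 533 of 536 did. With a replicate block, 1508 of 1508 and 1818 of 1818 called Data S genes kept their call, which shows little because these genes were chosen for large changes and all but 1 were called without the block; P2 against P1 had 44 of 1266, against 2 without it. Leaving out each library, camera with an estimated correlation, fry, quantile normalization (already applied) and count models were not run. The unknown depth limits what a value of 0 shows.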

Differences from the paper's values

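The settings named below as chosen after seeing the values are closest values, the formula of Data S, a minimum of 100 on the deposited scale and the correlation over Data S genes. When the alternatives set before the data were examined were written, the values of Data S1 and Data S2 had been seen.

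The paper reports 859 genes higher and 763 lower in P1 than in P0, and 1386 and 1369 were called here; for P2 the paper's values are 1004 and 948, and 1596 and 1638 were called here. The paper states a 2-fold threshold in its methods and a 3-fold one for its pathways, while the smallest absolute value in Data S1 and Data S2 is 1.5 on the log2 scale. Of the alternatives set before the data were examined, only an absolute log2 fold change of at least 1.5 came within 1.5 times of all 4, with 768, 740, 921 and 928, and it was taken from Data S1 and Data S2, so it is not independent of them; other pseudocounts, filters, scalings, an unadjusted p and the fit of 2 passages did not. Chosen after seeing the values, the formula of Data S at 1.5 without a test gave 882, 819, 1026 and 1024 and dropped 0 of the 1620 and 0 of the 1950 Data S genes in the tables. The same formula with an adjusted p gave 877, 794, 1019 and 1008 (4 and 1 dropped) and with an unadjusted p 878, 800, 1021 and 1014 (2 and 0 dropped). Closest values, chosen after seeing the values as well, gave 1062, 1030, 1282 and 1336 (54 and 35 dropped). The calls at 2-fold used here hold all but 2 of the 1620 and all of the 1950 Data S genes.

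The paper reports 13 genes higher in P1 than in P2 and 2 lower, and 24 and 10 were called here. No alternative set before the data were examined came within 1.5 times of the 13: the fit of 2 passages gave 0, a log2 fold change of at least 1.5 gave 5 and the others between 23 and 71. For the 2 genes lower in P1, only a log2 fold change of at least 1.5 did, with 2. Chosen after seeing the values, closest values and the formula of Data S at 1.5 with an adjusted p each gave 9 for the 13, but 6 and 1 for the 2, so no setting came within 1.5 times of both; the paper's own genes in this comparison are not analysed here, so how many of them these settings drop was not counted.

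The paper reports 563 genes expressed in P0 alone and states no minimum, and 145 were found here at 1 scaled unit. Of the minimums set before the data were examined, 5 and 10 scaled units gave 550 and 685, within 1.5 times, and 0.1, 0.5 and 1 in both libraries, with 25, 81 and 182, did not. A minimum of 100 on the deposited scale, chosen after seeing the values, gave 588; which genes the paper counted is not analysed here.

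The correlation of P0 with P1 is about 0.5 and that of P0 with P2 about 0.4 in Fig. 3B, read by eye, and 0.792 and 0.748 were found here. None of the alternatives set before the data were examined came within 0.05 (Spearman's rho, the linear scale, no filter, pseudocounts of 0.1 and 0.5). Over the 2065 genes of Data S1 or Data S2, chosen after seeing the values, the correlations were 0.461 and 0.366, which leaves out the genes with smaller changes.

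Fig. 4 draws part of its network as higher in cultured cells, read here from the position of each gene, and 17 of 25 measured genes of that part rose in P1. *Tie1* was listed at 0 in P1, and *Irf8* (-3.43), *Coro1a* (-2.45), *Ccnl1* (-1.83), *Tcf12* (-1.75), *Fubp1* (-1.45) and *Ccr2* (-1.33) fell on the log2 scale. Of the part drawn as lower, 51 of 58 fell in P1, and *Cib1* (1.61) and *Bmpr1b* (1.28) rose. The formula of Data S gave the same directions for the genes named here in P1, with -4.96 for *Irf8* and 1.75 for *Cib1*. For genes of Data S1 it matches the printed values within 4.89e-05. The difference thus lies with the figure as read here and not with the paper's printed values. The paper describes *Msx1* as lower in P1 and P2 by qRT-PCR and the sequencing as comparable; here it had log2 fold changes of -0.14 and -0.17, while *Pax9* and *Lhx6* fell in both passages. It describes *Bmp4* as not different by qRT-PCR. Here *Bmp4* was higher by 1.13 in P1 and by 0.86, under the 2-fold threshold, in P2. The 2 measures may not share a reference. The paper's qRT-PCR values are relative and its primers include actin, while *Actb* itself was called higher in P1 here. Values relative to actin were not computed, so *Msx1* and *Bmp4* were not compared on the same scale.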

Other observations

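The test of immediate early genes was chosen only after the result was seen.

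The lysosome list was higher in culture: of 22 genes, 11 rose in P1 and 13 in P2 (14 when adjusted over the list alone) and none fell (camera adjusted p = 2.49e-07 and 4.69e-09). The protease genes *Tpp1* and *Ctsd* rose by 2.45 (standard error 0.12) and 1.90 (standard error 0.08) on the log2 scale in P1. Of 19 genes of cholesterol synthesis, 6 rose in each passage and none fell, and the list did not differ from other genes (adjusted p = 0.0675 and 0.101). Of 15 imprinted growth genes 6 fell in P1, 9 fell in P2 and *Igf2r* rose in both, with an adjusted p of 0.0757 in P1 and 0.0055 in P2. *Nnat* fell by 3.64 in P1 (standard error 0.74) and *Mest* by 2.26 (standard error 0.50). Of 5 interferon response genes *Ddx58*, *Ifi35* and *Bst2* rose in both passages, *Ddx58* by 2.63 in P1 and 3.36 in P2 (list adjusted p = 0.00152 in P2). For the last 3 lists the counts adjusted over the list alone were the same.

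Markers of other mesenchymal and neural cells moved in both directions. Of 7 cartilage markers 2 rose and 3 fell in P1 and 2 rose and 2 fell in P2 (adjusted p = 0.0824 and 0.132), with *Col9a2* at -4.56 and *Acan* at 3.07 in P1. Of 5 osteoclast markers 2 rose and 3 fell in P1 and 2 rose and 2 fell in P2 (0.365 and 0.729), with *Mmp9* at -4.91 and *Tnfrsf11a* at 2.34. Of 5 neuron markers 2 rose and 1 fell in each passage (0.261 and 0.608), with *Nefl* at -2.91 and *Stmn2* at 2.61. Of 8 skeletal muscle markers 2 rose and 1 fell in P1 (1 and 1 when adjusted over the list alone) and 2 rose and 2 fell in P2 (0.701 and 0.729), with *Acta1* at 2.15. For cartilage, osteoclast and neuron markers the counts adjusted over the list alone were the same.

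The list of immediate early genes was higher in P0 than in P1, and 18 of 23 were called. Handling of cells between tissue or dish and lysis may contribute: the members' median log2 ratio between duplicates was 0.440 in P1 and 1.03 in P2, against 0.173 and 0.165 for random lists of like level, which puts the list at the percentile 100 of random lists in both. Handling and passage cannot be told apart, because fresh cells were prepared from tissue and cultured cells from dishes. The biological explanation, a response to the culture conditions, stays open and untested.

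The highest values of every library fall in steps of 10 genes. Quantile normalization within 10 classes of equal size by GC content over the genes of the tables is argued against: a mean of 2.33 of the 10 classes held exactly 2 library values at the maximum, against 2.77 for random classes. Classes with limits set over more genes than the tables hold may explain the steps, because within the 50 highest steps the GC content of genes of the same rank varied less than in nearly all of 1000 random draws, with the 3 passages at or under the percentile 0.3. No biological explanation was tested.

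The DNA replication list fell from P1 to P2, and a fall of only a few strong members was tested as a hypothesis. It is argued against, since 31 of 33 members had both P2 values below both P1 values, where chance gives 16.67% each way and all 11386 genes gave 2211 above and 2271 below.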
